# The Mitochondria‐Targeted Peptide Therapeutic Elamipretide Improves Cardiac and Skeletal Muscle Function During Aging Without Detectable Changes in Tissue Epigenetic or Transcriptomic Age

**DOI:** 10.1111/acel.70026

**Published:** 2025-03-13

**Authors:** Wayne Mitchell, Gavin Pharaoh, Alexander Tyshkovskiy, Matthew Campbell, David J. Marcinek, Vadim N. Gladyshev

**Keywords:** aging, aging biomarkers, cardiac dysfunction, elamipretide, epigenetic clocks, mitochondria, transcriptomic clocks

## Abstract

Aging‐related decreases in cardiac and skeletal muscle function are strongly associated with various comorbidities. Elamipretide (ELAM), a novel mitochondria‐targeted peptide, has demonstrated broad therapeutic efficacy in ameliorating disease conditions associated with mitochondrial dysfunction across both clinical and pre‐clinical models. Herein, we investigated the impact of 8‐week ELAM treatment on pre‐ and post‐measures of C57BL/6J mice frailty, skeletal muscle, and cardiac muscle function, coupled with post‐treatment assessments of biological age and affected molecular pathways. We found that health status, as measured by frailty index, cardiac strain, diastolic function, and skeletal muscle force, is significantly diminished with age, with skeletal muscle force changing in a sex‐dependent manner. Conversely, ELAM mitigated frailty accumulation and was able to partially reverse these declines, as evidenced by treatment‐induced increases in cardiac strain and muscle fatigue resistance. Despite these improvements, we did not detect statistically significant changes in gene expression or DNA methylation profiles indicative of molecular reorganization or reduced biological age in most ELAM‐treated groups. However, pathway analyses revealed that ELAM treatment showed pro‐longevity shifts in gene expression, such as upregulation of genes involved in fatty acid metabolism, mitochondrial translation, and oxidative phosphorylation, and downregulation of inflammation. Together, these results indicate that ELAM treatment is effective at mitigating signs of sarcopenia and cardiac dysfunction in an aging mouse model, but that these functional improvements occur independently of detectable changes in epigenetic and transcriptomic age. Thus, some age‐related changes in function may be uncoupled from changes in molecular biological age.

## 1 Introduction

Given the rapidly aging world population, it is expected that healthcare costs associated with treating cancer, cardiovascular disease, and certain neurological conditions will surge in the coming decades (Jones and Dolsten 2024). According to the geroscience hypothesis, interventions that target the underlying physiology of the aging process would represent the most utilitarian modality to mitigate aging‐related declines in physical/functional health across multiple systems. Thus, there is an unmet need for safe and well‐tolerated geroprotectors that can lead to significant improvements in overall health during aging. In particular, sarcopenia affects up to 45% of the senior population (Du et al. 2018), and aging‐related heart failure is the major cause of mortality in older adults (Benjamin et al. 2019; Li et al. 2020). The Interventions Testing Program (ITP) has successfully identified a number of geroprotectors that are able to extend healthspan and lifespan in genetically diverse mice (Harrison et al. 2014; Strong et al. 2008, 2022); in turn, some of these drugs may also have beneficial effects on muscle performance (Herrera et al. 2020; Tang et al. 2019). However, a consistent trend with these studies has been that the studied compounds are much more likely to improve healthspan and lifespan in males than in females (Miller et al. 2020; Strong et al. 2008, 2022). Moreover, many interventions that extend lifespan do not strictly act on aging‐specific features but rather alter the signaling of developmental and/or growth‐related pathways (Brown‐Borg et al. 1996; Saxton and Sabatini 2017). Therefore, it is imperative to develop next‐generation drug candidates that directly target aging‐related molecular features and translate equally as well across the sexual dimorphism of human aging (Sampathkumar et al. 2020).

Elamipretide (ELAM) is a novel mitochondria‐targeted therapeutic peptide, currently under clinical investigation, that has demonstrated broad scope efficacy in treating a wide array of pathologies associated with mitochondrial dysfunction. This includes rare genetic diseases such as Friedreich's ataxia (Johnson et al. 2021; Lynch and Farmer 2021; Zhao et al. 2017) and Barth syndrome (Reid Thompson et al. 2021; Russo et al. 2024, 2022; Sabbah 2022), as well as conditions normally associated with aging, such as ischemia–reperfusion injury (Birk et al. 2013; Cho et al. 2007; Shang et al. 2021; Zhao et al. 2004), neurological disorders (Petri et al. 2006; Reddy et al. 2017; Zhu et al. 2018), dry age‐related macular degeneration (Kapphahn et al. 2017; Lally et al. 2023; Mettu et al. 2022), and heart failure (Chiao et al. 2020; Sabbah et al. 2016). ELAM is known to concentrate up to 1000‐fold in mitochondria and associate with the cardiolipin‐rich inner mitochondrial membrane (Birk et al. 2013; Zhao et al. 2004), while simultaneously demonstrating minimal toxicity and favorable pharmacokinetics (Karaa et al. 2023, 2020, 2018; Mettu et al. 2022; Reid Thompson et al. 2021). Several non‐mutually exclusive mechanisms have been proposed to explain its ability to improve mitochondrial bioenergetic function in various conditions of cellular stress and disease. These include interactions with mitochondrial proteins involved in energy generation (Chavez et al. 2020), reducing proton leak through the adenine nucleotide translocase (ANT) protein (Chiao et al. 2020; Pharaoh et al. 2023; Zhang et al. 2020), down‐tuning inner membrane surface electrostatics to reduce/alter mitochondrial Ca^2+^ influx (Mitchell et al. 2020, 2022), and modulating inner membrane biophysical properties (Mitchell et al. 2020). In support of the latter two mechanisms, a recent study has shown that the ability of this class of peptides to attenuate inner membrane surface electrostatics is associated with their ability to improve ATP production and cell viability (Mitchell et al. 2022).

While the functional improvements in aging models following ELAM treatment are well documented (Campbell, Djukovic, et al. 2023; Campbell, Samuelson, et al. 2023; Chiao et al. 2020; Pharaoh et al. 2023), it is unknown whether they strongly associate with favorable changes in molecular biomarkers of aging. Biomarkers of aging are increasingly being validated for their ability to predict disease and aging‐related health outcomes (Moqri et al. 2023; Moqri, Herzog, et al. 2024). The latest epigenetic clocks can predict mortality (Levine et al. 2018; Lu et al. 2019), distinguish adaptive and causal changes in DNA methylation (DNAm) (Ying et al. 2024), and utilize universal gains in methylation at Polycomb Repressive Complex 2 target regions to predict cellular age (Moqri, Cipriano, et al. 2024). Additionally, plasma‐based proteomics clocks are now able to identify age acceleration in specific organs (Goeminne et al. 2025; Oh et al. 2023), and recently developed multi‐tissue transcriptomic clocks can predict the effects of lifespan‐shortening and lifespan‐extending interventions and provide insights into the specific molecular processes involved in organismal aging and mortality (Tyshkovskiy et al. 2024). However, concerns have been raised about the potential clinical use of some of these biomarkers, particularly in regard to their interpretability (Bertucci‐Richter et al. 2024; Prosz et al. 2024), their ability to distinguish inflammation from aging (Meier et al. 2023; Zhu et al. 2021), and whether or not they successfully report on improvements in tissue and organ function (Liu et al. 2020; Sala et al. 2024).

In this work, to evaluate the association between functional changes in muscle performance and biomolecular features of aging, we administered ELAM for 8 weeks to young (5‐month‐old) and old (24‐month‐old) male and female C57BL/6J mice. We hypothesized that the improvements in cardiac and skeletal muscle function following ELAM treatment would be supported by significant and favorable changes in molecular biomarkers of biological age. We performed both pre‐ and post‐treatment measures of frailty index (FI), in vivo muscle force, and cardiac function using echocardiography, which allowed for longitudinal assessment of the effects of ELAM treatment. At the end of the study, RNA isolated from cardiac and skeletal muscle tissues was submitted for bulk mRNA‐seq; in addition, the effect of ELAM on DNAm in cardiac tissue was determined by DNAm microarray. Using the obtained mRNA‐seq and DNAm data, we examined cross‐sectional changes in molecular organization induced by ELAM treatment along with its effect on biological age estimated with transcriptomic and epigenetic clocks, and on gene expression signatures of aging, mortality, and longevity (Tyshkovskiy et al. 2019, 2024, 2023). In agreement with previous studies (Campbell, Djukovic, et al. 2023; Campbell, Samuelson, et al. 2023; Chiao et al. 2020; Pharaoh et al. 2023), we found that cardiac systolic and diastolic function deteriorate during aging and that treatment with ELAM can mitigate these effects, as made evident by significant improvements in global longitudinal strain (GLS) and ejection fraction, as well as reduced frailty accumulation in aged mice. Moreover, we discovered that muscle force across a range of frequencies and fatigue stimulations decreases with aging, particularly in female mice. In turn, chronic ELAM treatment was able to attenuate this decline in female mice. While transcriptomic changes caused by ELAM treatment showed significant positive correlation with signatures of mammalian longevity, no significant effect on the expression of individual genes, methylation status of CpG sites, and overall epigenetic or transcriptomic age was detected for most treatment groups. Taken together, the results of our study highlight that improvements in tissue function during aging can occur without substantial changes in molecular profiles and associated biological age. In addition, our study further identifies ELAM as a novel geroprotector that demonstrates both age‐specific effects and an ability to improve healthspan in males and females.

## 2 Materials and Methods

### 2.1 Animals

This study was reviewed and approved by the University of Washington Institutional Animal Care and Use Committee (IACUC). Male and female C57BL/6J mice were received from the National Institute on Aging mouse colony and housed at the University of Washington in a specific‐pathogen‐free facility. All mice were maintained at 21°C on a 14/10 light/dark cycle at 30%–70% humidity and given standard mouse chow (LabDiet PicoLab Rodent Diet 20) and water ad libitum.

### 2.2 Experimental Design and ELAM Treatment

Male and female mice underwent baseline frailty index, in vivo muscle force, and echocardiography at 4–5 months in young mice and 23–24 months in old mice. Following the completion of baseline testing, two groups with similar means and variances of baseline frailty index were created for each age and sex combination. Mice were group housed up to 5 per cage, and groups were evenly spread within cages so that cage mates would receive either control or ELAM treatment to account for potential cage effects. Control or ELAM treatment was randomized to each group. ELAM was delivered to mice for 8 weeks, as previously described using subcutaneously (SQ) implanted osmotic minipumps (Campbell et al. 2019). ELAM treatment was initiated at 5 months (young) and 24 months (old). Midpoint frailty index was measured after 4 weeks, and ELAM pumps were surgically replaced. Post‐treatment frailty index, in vivo muscle force, and echocardiography were performed between 6 and 8 weeks of ELAM treatment. Animals were euthanized, and tissues (gastrocnemius muscle, heart) were collected at 7 months (young) and at 26 months (old). Tissues of four to five animals per group were used for mRNA‐seq and DNAm processing and analysis.

### 2.3 Frailty Index

A 31‐item frailty index was assessed longitudinally by the same researcher (G.P.) as previously described (Whitehead et al. 2014). Body mass and temperature scoring were determined using standard deviations from the mean of young or old control mice at baseline.

### 2.4 In Vivo Assessment of Cardiac Function and Skeletal Muscle Force

Echocardiography was performed as previously described with some modifications (Pharaoh et al. 2023). In addition to the previous method quantifying parasternal long‐axis view (PLAX) B‐mode and parasternal short‐axis view (PSAX) B‐mode and M‐mode images, pulse wave doppler and tissue doppler 4‐chamber view images were quantified to measure diastolic function. In vivo measurement of muscle force was performed as previously described in the hindlimb plantar flexor muscles (Valencia et al. 2021).

### 2.5 mRNA‐Seq

RNA, DNA, and protein were isolated from ~30 mg of flash‐frozen cardiac and gastrocnemius tissue. The tissues were homogenized in 2 mL tubes pre‐filled with 2.8 mm ceramic beads on a Bead Ruptor Elite tissue homogenizer (OMNI International, Kennesaw, GA). Total RNA, DNA, and protein were purified from the homogenized tissues using the Allprep Mini kit according to the manufacturer's instructions (Qiagen, Hilden, Germany). RNA concentration was measured by Qubit using the RNA HS assay (ThermoFisher, Waltham, MA). Libraries were prepared using poly A enrichment according to procedures described previously (Mitchell et al. 2024) and sequenced with the Illumina NovaSeq X Plus (PE150). Fastq files were mapped to the mm10 (GRCm38.p6) mouse genome using STAR v2.7.2b (Dobin et al. 2013).

Raw expression data was subjected to filtering, and genes with at least 10 reads in 12.5% of samples were kept for subsequent analysis. Gene expression profiles were subjected to RLE normalization, log transformation, and Yu Gene normalization, and centered around median expression profiles of young male controls. Differentially expressed genes were identified using custom models in R with DESeq2 3.13 and edgeR 3.34.1 (Robinson et al. 2010). The missing values corresponding to clock genes not detected in the data were imputed with the precalculated average values. Relative transcriptomic age (tAge) of mouse tissues were predicted using the mouse multi‐tissue transcriptomic clocks of chronological age and expected mortality based on Bayesian Ridge models (Tyshkovskiy et al. 2024). Pairwise differences between average tAges were assessed with mixed‐effect models. Resulting *p*‐values were adjusted with the Benjamini–Hochberg (BH) method. Module‐specific transcriptomic clocks were applied to scaled relative gene expression profiles in a similar manner. Differences in average transcriptomic ages between age‐ and sex‐matched control and ELAM‐treated samples were assessed using a *t*‐test and normalized by dividing the standard deviation of tAge differences across clocks. BH method was used to adjust *p*‐values from modular clock analysis for multiple comparisons.

Gene set enrichment and Spearman correlation analyses against previously established gene expression signatures of mammalian aging, mortality, maximum lifespan, and specificity lifespan‐extending interventions (rapamycin, caloric restriction, growth hormone deficiency) were performed as described (Mitchell et al. 2024; Tyshkovskiy et al. 2019, 2024). GSEA was conducted on pre‐ranked lists of genes based on log_10_ (*p*‐value) corrected by the sign of regulation, calculated as:

$$\log\;\left(\mathrm{pv}\right)\times \mathrm{sgn}\;\left(\mathrm{lfc}\right)$$

where, pv and lfc are the *p*‐value and logFC of a certain gene, respectively, obtained from edgeR output, and sgn is the signum function (equal to 1, −1, and 0 if value is positive, negative, or equal to 0, respectively). HALLMARK, KEGG, and REACTOME ontologies from the Molecular Signature Database (MSigDB) were used as gene sets for GSEA. The GSEA algorithm was performed separately for each signature via the fgsea package in R with a multilevel splitting Monte Carlo approach and 5000 permutations. *p*‐values were adjusted with the BH method. Gene Ontology (GO) terms significantly affected by ELAM treatment (BH adjusted *p* < 0.05) were reduced using REVIGO (Supek et al. 2011) and visualized using Cytoscape (Shannon et al. 2003).

### 2.6 DNAm

Genomic DNA concentration was measured using the Qubit dsDNA HS assay kit (ThermoFisher, Waltham, MA). DNAm microarray data was obtained on the Horvath mammal 320k array (Arneson et al. 2022) through the Epigenetic Clock Development Foundation (Torrance, CA). The raw methylation array data was normalized using SeSAMe (Zhou et al. 2018) and analyzed in the R/Bioconductor environment using methods previously described (Mitchell et al. 2024).

### 2.7 Western Blot

The dried protein pellets obtained from the Allprep purifications were solubilized in 5% SDS for ~2 h on a rotisserie at room temperature. Protein concentration was measured using the Pierce BCA kit (ThermoFisher, Waltham, MA) in clear 96‐well plates, and the absorbance of each sample at 532 nm was measured on a BioTek Synergy H1 microplate reader (Winooski, VT). Samples were diluted to 2 mg/mL in 5% SDS and 1X SDS‐PAGE sample buffer (+50 mM TCEP), and 30 μg of each sample were loaded and run on Mini‐PROTEAN TGX 4%–15% acrylamide gels (Bio‐Rad, Hercules, CA). Proteins were transferred to PVDF membranes, blocked with 10% dry milk in TBS‐T, and incubated at 4°C overnight with the following antibodies (all at a dilution factor of 1:1000): mouse anti‐β‐actin (Santa‐Cruz Biotechnology, Dallas, TX) and rabbit anti‐TFAM, anti‐MGMT, and anti‐Hsp70 (Cell Signaling Technology, Danvers, MA). After washing twice with TBS‐T, membranes were incubated with either anti‐mouse or anti‐rabbit IRDye 680RD (LI‐COR Biosciences, Lincoln, NE) for 2 h at room temperature before washing, drying, and imaging on an Odyssey Fc Imager (LI‐COR Biosciences, Lincoln, NE). Band intensities were quantified in FIJI (Schindelin et al. 2012) and TFAM, Hsp70, and MGMT abundances were normalized to the values obtained from the respective β‐actin bands.

### 2.8 Statistical Analysis

Graphing and statistical analysis for frailty index, muscle force, and echocardiography data were performed using Microsoft Office Excel and GraphPad Prism for OS X (GraphPad Software, San Diego, California USA). For all statistical tests, alpha levels were set to *p* < 0.05. *p < 0.05 for post hoc tests or direct comparisons. All statistical tests performed are indicated in the respective figure legends, and exact *p*‐values are depicted in the figures themselves. For all omics experiments, a minimum of *n* = 4 independent biological replicates per treatment condition were utilized. For Western blots, *n* = 3 independent biological replicates per treatment condition were used.

## 3 Results

### 3.1 Study Design

To randomize animals for subsequent analyses, young (4–5 month old) and old (23–24 month old) male and female C57BL/6J mice underwent baseline frailty index, in vivo muscle force, and echocardiography measurements (Figure 1A). Then, ELAM (3 mg/kg/day) or vehicle (isotonic saline) was delivered to the mice for 8 weeks using two consecutive SQ implanted micro‐osmotic pumps, and post‐treatment frailty index, in vivo muscle force, and echocardiography measurements were performed after the second pump was explanted. Following completion of post‐treatment testing, gastrocnemius muscle and heart samples were collected for the cross‐sectional molecular analyses.

**FIGURE 1:**
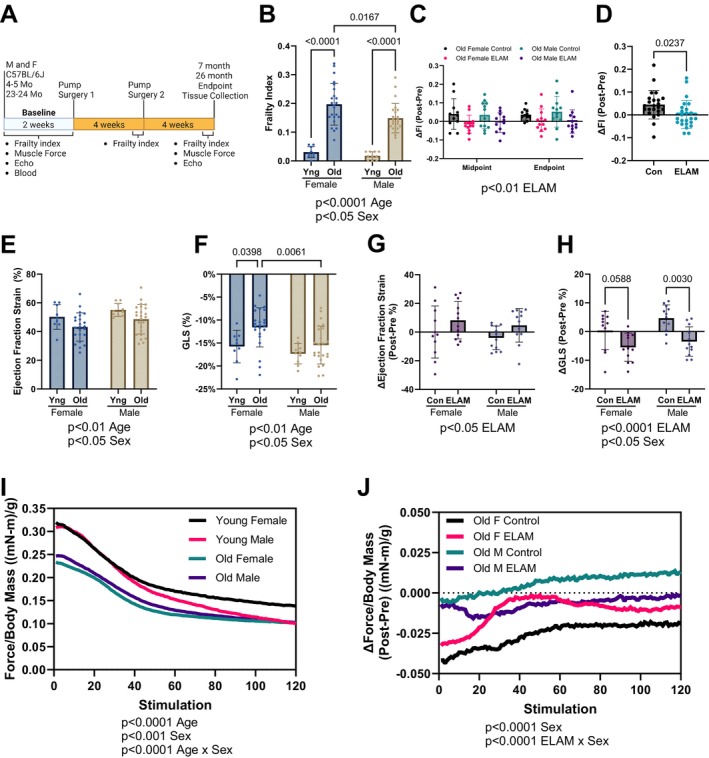
Effect of 2‐month ELAM treatment on frailty, cardiac function, and muscle force. (A) Experimental design. (B) Baseline frailty index (FI) of young (Yng) and old mice. (C) Delta (Δ, Post‐pre) FI at midpoint (4 weeks) and endpoint (8 weeks) for old mice. (D) Combined Δ frailty index at endpoint for control (Con) and elamipretide (ELAM) treated male and female old mice. (E) Baseline ejection fraction determined and (F) Global longitudinal strain (GLS) from strain analysis of parasternal long axis images of the left ventricle (LV) of young and old mice. (G) Δ ejection fraction and (H) GLS determined using strain analysis at endpoint for old mice. (I) Baseline in vivo muscle force normalized to body mass during repeating fatigue stimulations in young and old mice. (J) Δ in vivo muscle force normalized to body mass during repeating fatigue stimulations at endpoint for old mice. 4–5‐month‐old (young) female and male (*n* = 9–10) and 23–24‐month‐old (old) female (*n* = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM‐treated old mice (*n* = 11–12) using Δ measurements. Only mice that survived to study endpoint were included in the analysis. Statistical significance was determined by two‐way ANOVA with Tukey's post hoc test, except for in vivo muscle fatigue and ΔFI which were determined by three‐way ANOVA. Combined ΔFI significance determined by student's *t*‐test. Significant ANOVA factors were written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations; error bars were omitted from I to J for clarity.

### 3.2 ELAM Treatment Mitigates Frailty Accumulation in Aged Mice

We used a 31‐point frailty score to assess the aging trajectories of the mice, as increased frailty is predictive of adverse health outcomes (Whitehead et al. 2014). The frailty index was significantly increased in aged male and female mice at baseline, with aged female mice exhibiting slightly higher frailty than aged males (Figure 1B). Increased age‐related frailty was caused by the accumulation of similar index deficits in control‐ and ELAM‐treated old mice (Extended Data Figure S1). Old control mice demonstrated increased frailty following the 8‐week treatment period, whereas ELAM treatment significantly blunted this increase in frailty in both sexes (Figure 1C,D). Thus, we concluded that ELAM administration can mitigate frailty progression in both old male and female mice.

### 3.3 ELAM Treatment Improves Cardiac and Skeletal Muscle Function in Older Mice

Next, we assessed the longitudinal impact of age and ELAM treatment on several parameters related to cardiac and skeletal muscle function. From our echocardiography experiments, we observed that cardiac function was significantly impaired with age in both sexes. Using strain analysis, we identified age‐related reduced ejection fraction, fractional shortening, impaired GLS, and cardiac hypertrophy (Figure 1E,F, Extended Data Figure S2A–H). Moreover, reduced GLS and ejection fraction are known predictors of heart failure and mortality in humans and mice (Biering‐Sorensen et al. 2016; Curtis et al. 2003; Noll et al. 2020; Raafs et al. 2022; Romano et al. 2017). Importantly, treatment with ELAM improved these measures of cardiac function in aged male and female mice, although there was no effect on fractional shortening or cardiac hypertrophy (Figure 1G,H, Extended Data Figure S2I–P). Conventional echocardiography identified larger diameter and volumes of the left ventricle (LV) with age (Extended Data Figure 3A–H). Diastolic function was mildly impaired in aged mice, as measured by decreased E'/A' (Extended Data Figure S4A–H). Aged mice demonstrated cardiac hypertrophy, including increased LV wall thickness, LV mass, and heart mass (Extended Data Figure S5A–H). However, these measures were not significantly impacted by ELAM treatment in this study (Extended Data Figures S3I–P, S4I–P, and S5I–P). Therefore, we concluded that chronic ELAM administration can partially reverse age‐related signs of cardiac dysfunction in mice mainly by improving systolic function.

In tandem, we measured in vivo muscle force production in the hindlimb muscles using force‐frequency and fatiguing stimulation protocols. Gastrocnemius muscle mass decreased with age and was not affected by ELAM treatment (Extended Data Figure S6A,B). Across the range of increasing stimulation frequencies used, muscle force was significantly reduced in both aged male and female mice (Extended Data Figure S6C), with the age‐related decline in skeletal muscle performance being more pronounced in female mice. Additionally, maximum force production was strongly reduced with age (Extended Data Figure S6D). ELAM treatment did not improve force production in the force frequency protocol or maximum force production (Extended Data Figure S6E,F). Muscle contraction and relaxation speeds were also decreased by age; in contrast, ELAM improved muscle relaxation speeds in male mice (Extended Data Figure S6G–J). In the fatiguing protocol, the hindlimb muscles of aged mice suffered from greater fatigue (Figure 1I), with aged female mice showing more pronounced declines than aged males. While ELAM treatment did not improve muscle force in the aged animals using force‐frequency and maximum force production protocols, it did mitigate losses in force production in the fatiguing protocol for aged female mice (Figure 1J). In the fatigue protocol, contraction and relaxation speeds also decreased with age, and ELAM treatment resulted in improved muscle relaxation speeds in aged male mice (Extended Data Figure S7A–D). Taken together, we determined that ELAM affected skeletal muscle function in aged mice, including improved muscle relaxation speeds and maintaining muscle force during fatiguing stimulation.

### 3.4 ELAM Treatment Upregulates Pathways Related to Mitochondrial Function and Energy Metabolism

To gain insights into the molecular pathways affected by ELAM treatment, we performed mRNA‐seq on transcripts expressed in cardiac and skeletal muscle tissues following the completion of post‐treatment functional tests. 

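Hearts and gastrocnemius muscles were taken from the same 39 mice, so that each mouse gave 2 of the 78 libraries. The mice were young or old, female or male, and received ELAM at 3 mg per kg per day or vehicle (control) for 8 weeks. Each of the 16 groups of 1 tissue, age, sex and treatment held 5 mice, except the young female controls, which held 4 in each tissue. The sample labels give ages of 5 and 24 months, which the paper gives as the ages at the start of treatment, with tissues collected at 7 and 26 months. The authors selected polyadenylated RNA, sequenced read pairs, mapped them with STAR to the mm10 (GRCm38.p6) mouse genome and deposited the number of reads counted on each gene, without normalization or a filter. The counting tool and the gene annotation are not named in the paper's text. Of the 57010 gene identifiers, 52081 were paired with a symbol and a position in the GENCODE M21 annotation of GRCm38, and the other 4929 held 1.64% of all counts. Low counts were mostly even numbers (76.5% of the counts from 1 to 19, against 52.3% of those of at least 1000). The replicate libraries of a group differed by more than sampling noise in each of 152 pairs, with a chi-square of at least 5.95 per degree of freedom. The total count of a heart library had a median of 32921806 (32757550 to 35425389) in young females with ELAM and 33722927 (32493075 to 34466534) in their controls, and 31063797 (29872760 to 35073122) in young males with ELAM and 30549565 (28097399 to 32342094) in their controls. In old hearts the median was 31910048 (28875021 to 36447986) in females with ELAM, 34174568 (31096563 to 36220295) in female controls, 31213319 (28173309 to 31516912) in males with ELAM and 31184395 (27922884 to 35597901) in male controls. The total count of a skeletal muscle library had a median of 35584655 (35175391 to 37444975) in young females with ELAM and 34832429 (31024903 to 53164074) in their controls, and 33676086 (32025050 to 37899543) in young males with ELAM and 33057931 (31024504 to 36670664) in their controls. In old skeletal muscles it was 34929069 (33275416 to 37411095) in females with ELAM, 37429231 (33785377 to 43781815) in female controls, 36509535 (31203122 to 36802362) in males with ELAM and 34184317 (30924557 to 36812128) in male controls. Genes encoded by mitochondrial DNA took 18.6% to 27.9% of the counts of a heart library and 6.47% to 13.5% of a skeletal muscle library. Genes with at least 10 reads in at least 12.5% of the libraries of a tissue were tested, which left 18092 genes in hearts and 17088 in skeletal muscles. Counts were scaled by the RLE method, and normalized counts are given on that scale. Each tissue and sex was fitted apart, with its 4 age and treatment groups sharing 1 estimate of the spread in edgeR. In libraries of the labelled tissue, the heart gene Myh6 had 663818 to 1087834 reads in hearts and 29 to 2508 in skeletal muscles, and the fast muscle gene Actn3 had 0 to 4404 reads in hearts and 242037 to 807665 in skeletal muscles. The labelled sex was checked with Xist, expressed from the inactive X chromosome, and Ddx3y on the Y chromosome. In 36 libraries labelled female, Xist had 2607 to 11600 reads and Ddx3y 0, and in 38 libraries labelled male, Xist had 0 to 53 reads and Ddx3y 2241 to 3495. The mouse labelled young female ELAM replicate 4 had 32 reads of Xist and 3141 of Ddx3y in its heart, and 2 and 2839 in its skeletal muscle. The mouse labelled young male ELAM replicate 5 had 12149 reads of Xist in its heart and 3997 in its skeletal muscle, and 0 of Ddx3y in both. Both mice were kept in the groups of their labels, so that "young female" and "young male" with ELAM stand for the labelled groups.

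**Figure D1:**
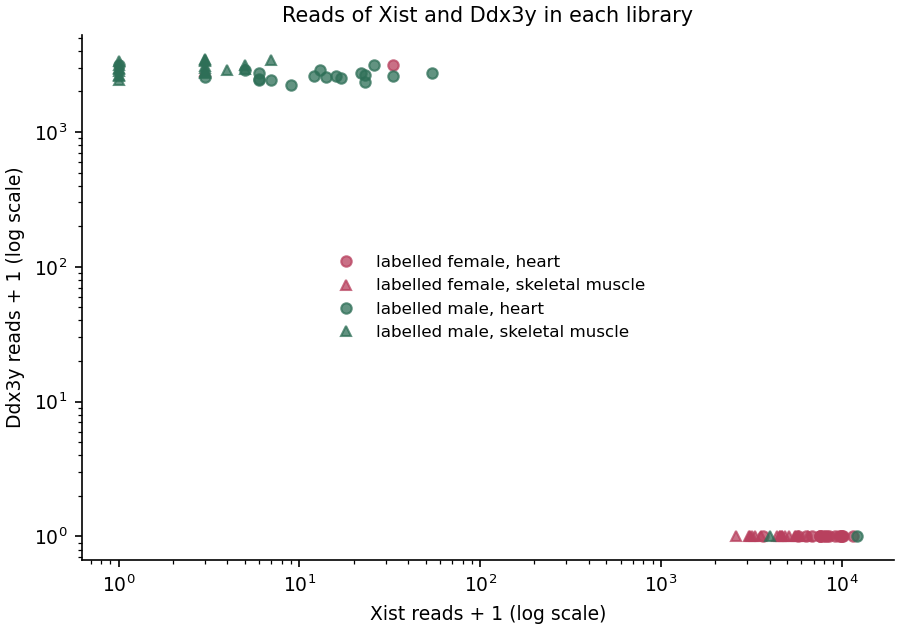
Reads of Xist (horizontal axis, reads + 1, log scale) and Ddx3y (vertical axis, reads + 1, log scale) in each of the 78 libraries, coloured by the labelled sex, with circles for hearts and triangles for skeletal muscles. The 2 libraries of 1 mouse labelled female sit with the male libraries, and the 2 libraries of 1 mouse labelled male sit with the female libraries.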

By principal components analysis (PCA) (Figure 2A), we observed clustering of samples primarily by age in both skeletal muscle (left) and heart (right) tissues. 

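For the PCA, log2(normalized count + 1) of each gene was centred and scaled to unit variance over the 39 libraries of a tissue. In hearts, principal component 1 held 18.0% of the variance, with a mean score of 46.1 ± 38.5 (SD, n = 20) in old mice and -48.5 ± 21.0 (SD, n = 19) in young mice. The difference of 94.6 was larger than the spread within ages (two-sided permutation test, p = 1.0e-05, the smallest that 100000 resamples give), and 19 of the 20 old hearts scored above every young heart. Age accounted for 70.7% of the variance of this component, sex for 9.12% and treatment for 4.48%. Principal component 2 of the hearts held 8.59% of the variance and did not separate the ages (two-sided permutation test, p = 0.389). In skeletal muscles, principal component 1 held 17.0% of the variance, with mean scores of 19.2 ± 47.0 (SD, n = 20) in old and -20.2 ± 54.3 (SD, n = 19) in young mice, and 2 of the 20 old muscles scored above every young muscle. The difference of 39.3 (two-sided permutation test, p = 0.021) came with 13.7% of the component's variance for age and 14.5% for sex. Principal component 2 of the skeletal muscles held 9.26% of the variance, of which age accounted for 29.6% (two-sided permutation test, p = 0.00024) and sex for 15.0%. Treatment accounted for 0.143% of the variance of that component. Centring the genes without scaling them moved the differences most among the alternatives, to 52.2 in hearts and 29.7 in skeletal muscles on principal component 1. It also puts the scores in other units. With it, age accounted for 77.9% of the variance of this component in hearts and for 21.4% in skeletal muscles (two-sided permutation test, p = 0.0033), where sex accounted for 33.9%. Without the 2 mice whose sex genes go against their labels, age accounted for 13.2% and sex for 21.4% of component 1 of the scaled genes in skeletal muscles. In hearts, treatment then accounted for 16.8% of the variance of component 2 (two-sided permutation test, p = 0.0122), against 5.07% with all mice (permutation p = 0.169). This p of 0.0122 was not adjusted and was the smallest for treatment among components 1 to 4 of both tissues without the 2 mice. The next smallest was 0.165 (permutation test), for component 4 in hearts. Leaving out the 2 mice was chosen after the data were seen.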

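At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2 genes were lower with ELAM in young female hearts, and 3 genes were higher and 1 was lower in young male hearts. The other 6 groups had 0 genes. At an unadjusted p-value under 0.05 there were 1935 genes in young female, 1487 in young male, 866 in old female and 997 in old male hearts, and 649, 791, 806 and 613 in the skeletal muscles of the same groups. The test moved these counts most in young female hearts: with DESeq2's Wald test 118 genes passed there (100 higher, 18 lower) and 61 passed in young male hearts (38 higher, 23 lower), including all 4. Neither of the 2 genes was among the 118, as DESeq2's filter on the mean count gave no adjusted p to 13305 of 18067 genes, these 2 included. Adjusted over all 18067 genes, DESeq2's p was 1.3e-04 for Car3 and 2.4e-08 for Adnp. Car3 (ENSMUSG00000027559, chromosome 3 of GRCm38 from 14863512 to 14872523), which encodes a carbonic anhydrase, had a normalized count of 26.4 ± 14.5 (SD, n = 5) with ELAM and 551 ± 466 (SD, n = 4) in control young female hearts. Its log2 fold change was -4.38 (standard error 0.708, adjusted p = 0.031 from the same test), and its count moved with that of adipocyte genes over the 9 hearts of both treatments (Spearman's rho 0.883, two-sided permutation test, p = 0.0035) but not within treatments (r 0.199, permutation p = 0.667). Adnp (ENSMUSG00000051149, chromosome 2 from 168180986 to 168207112), which encodes a nuclear protein, had 55.7 ± 18.0 (SD, n = 5) with ELAM and 139.7 ± 12.6 (SD, n = 4) in controls, a log2 fold change of -1.32 (standard error 0.197, adjusted p = 0.019). One ELAM heart, replicate 1, lay apart from the other 4 for Adnp at 24.2. For neither gene did an ELAM heart overlap a control heart. With each mouse left out in turn, Car3 stayed past the threshold in 4 of 9 fits and Adnp in 6 of 9. In young male hearts, Eno3 (ENSMUSG00000060600, chromosome 11 from 70657202 to 70662513), the muscle enolase gene, had a normalized count of 44505 ± 1647 (SD, n = 5) with ELAM and 34919 ± 1100 (SD, n = 5) in controls, a log2 fold change of 0.35 (standard error 0.046, adjusted p = 0.0021). Plekhf1 (ENSMUSG00000074170, chromosome 7 from 38216972 to 38228016) had 497 ± 75.4 (SD, n = 5) against 288 ± 39.8 (SD, n = 5), with a log2 fold change of 0.79 (standard error 0.114, adjusted p = 0.0045). Asb2 (ENSMUSG00000021200, chromosome 12 from 103321142 to 103356001) rose by 0.29 (standard error 0.047, adjusted p = 0.012), and Nrip1 (ENSMUSG00000048490, chromosome 16 from 76287400 to 76373827), which encodes a nuclear receptor corepressor, fell by 0.47 on the log2 scale (standard error 0.072, adjusted p = 0.0072). All 4 genes separated the ELAM hearts from the control hearts without overlap. Over the 10 fits that each left out 1 mouse, Eno3, Plekhf1 and Nrip1 stayed past the threshold in 10 and Asb2 in 7.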

When we performed differential expression analysis, most treatment conditions resulted in zero differentially expressed genes (adjusted *p* < 0.05) with the exception of young male and female hearts (Figure 2B). However, at the level of enriched pathways, many aging‐associated biological processes were affected by ELAM treatment (Figure 2C). 

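Genes were ranked by the sign of the log2 fold change times -log10 of the p-value and tested with fgsea against the mouse Reactome sets with 15 to 500 measured genes, 706 sets in hearts and 705 in skeletal muscles. At a p-value under 0.05 adjusted over the sets of 1 comparison, 240 sets were called in young female hearts (160 higher and 80 lower with ELAM), 52 in old female hearts (3 and 49), 100 in young male hearts (54 and 46) and 155 in old male hearts (109 and 46). Skeletal muscles had 35 sets in young females (9 and 26), 45 in old females (15 and 30), 8 in young males (1 and 7) and 154 in old males (97 and 57). In young female and old male hearts, ranking the genes by log2 fold change moved these counts most among the alternatives. It called 47 sets in young female hearts (26 higher and 21 lower) and 9 in old male hearts (0 and 9). In young female skeletal muscles it called 26 sets (0 and 26). Fits that left out 1 mouse moved the counts of young female and young male skeletal muscles further than this ranking. The sets share genes that vary together between mice, and the same procedure was run on 50 groupings of the mice of each comparison, the real one included. As many sets or more were called in 5 of the 50 groupings of young female hearts, 23 of old female, 23 of young male and 6 of old male hearts, and in 50, 42, 45 and 11 groupings of the skeletal muscles of young females, old females, young males and old males.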

Across both sexes and age groups, we observed significant enrichment of upregulated genes in gene sets associated with oxidative phosphorylation (OXPHOS), mitochondrial translation, and fatty acid metabolism, which resembled the effect of rapamycin treatment and was positively correlated with the functional signature of rodent maximum lifespan. 

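The Reactome set Respiratory electron transport (75 genes) had a normalized enrichment score (NES) of 3.02 in young female, 2.33 in old female, 2.60 in young male and 2.74 in old male hearts (adjusted p = 6.4e-06, 4.2e-05, 2.1e-05 and 2.1e-05). Each of these p-values was 1e-06 before adjustment, the smallest that was computed. The cameraPR test, with a correlation between genes fixed at 0.01, called all 4 as well. That correlation was not estimated from these genes, so a stronger one is not allowed for. With fgsea, the set had an adjusted p under 0.05 in 34, 20, 35 and 29 of the 50 groupings of young female, old female, young male and old male hearts. With genes ranked by log2 fold change the set was called in young female and young male hearts but not in old female (NES 1.61, adjusted p = 0.0722) or old male hearts (NES 1.80, adjusted p = 0.0991). A list of OXPHOS subunit genes, of which 82 were measured, had an NES of 3.20, 2.33, 2.87 and 2.95 in the same 4 groups. Mitochondrial translation (86 genes) had an NES of 2.83 in young female, 2.77 in young male and 2.47 in old male hearts, each past the threshold, and 1.53 in old female hearts, which was not (adjusted p = 0.0862). In skeletal muscles, respiratory electron transport had an NES of 2.51 in old females and 1.81 in old males (adjusted p = 5.4e-05 and 0.0029), and mitochondrial translation 2.35 and 2.38. For respiratory electron transport, scores as far from 0 arose in 18 and 20 of 50 groupings of these muscles. For mitochondrial translation they arose in 15 and 11. The Reactome set Fatty acid, triacylglycerol, and ketone body metabolism passed the threshold in young male hearts (NES 1.96, adjusted p = 0.00023) but not in young female (-1.04), old female (0.76) or old male (1.17) hearts, nor in old female (1.58) or old male (-1.14) skeletal muscles. A list of genes for fatty acid uptake and beta-oxidation (52 genes) had an NES of 1.67, 1.76, 1.97 and 2.23 in young female, old female, young male and old male hearts (adjusted p = 0.011, 0.021, 0.00092 and 2.0e-05), 2.70 in old female skeletal muscles (adjusted p = 4.4e-05) and -1.10 in old male skeletal muscles (adjusted p = 0.533). Under the ranking by log2 fold change, that list changed its sign in young female hearts, to -0.73. An enrichment of the list as far from 0 arose in 29, 15, 22 and 7 of the 50 groupings of the 4 groups of hearts. A score was also taken per mouse for 10 of the 12 followed sets, not including this list and that of interferon gamma response genes, as the mean over its genes of the standardized log2 expression, so that mice and not genes were the unit of the test. For respiratory electron transport in hearts the difference between ELAM and control was 0.993 in young females (1.08 ± 0.596, SD, n = 5, against 0.0835 ± 0.589, SD, n = 4; two-sided exact permutation test, p = 0.0556), 0.354 in old females (p = 0.0873 from the same exact test), 0.751 in young males (exact p = 0.151) and 0.675 in old males (exact p = 0.0952). For mitochondrial translation it was 0.945 (exact p = 0.0635), 0.196 (exact p = 0.373), 0.827 (exact p = 0.103) and 0.531 (exact p = 0.0476) in the same order. None of the 80 differences of a set score in a group passed Benjamini-Hochberg adjustment over the 80, where the smallest adjusted p was 0.586. The smallest exact p that groups of this size allow is 0.0079. No single difference could therefore have passed, and the adjustment says little about any one set. An enrichment as far from 0 as the real one arose in 7, 4, 15 and 6 of the 50 groupings of the same hearts for respiratory electron transport.

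**Figure D2:**
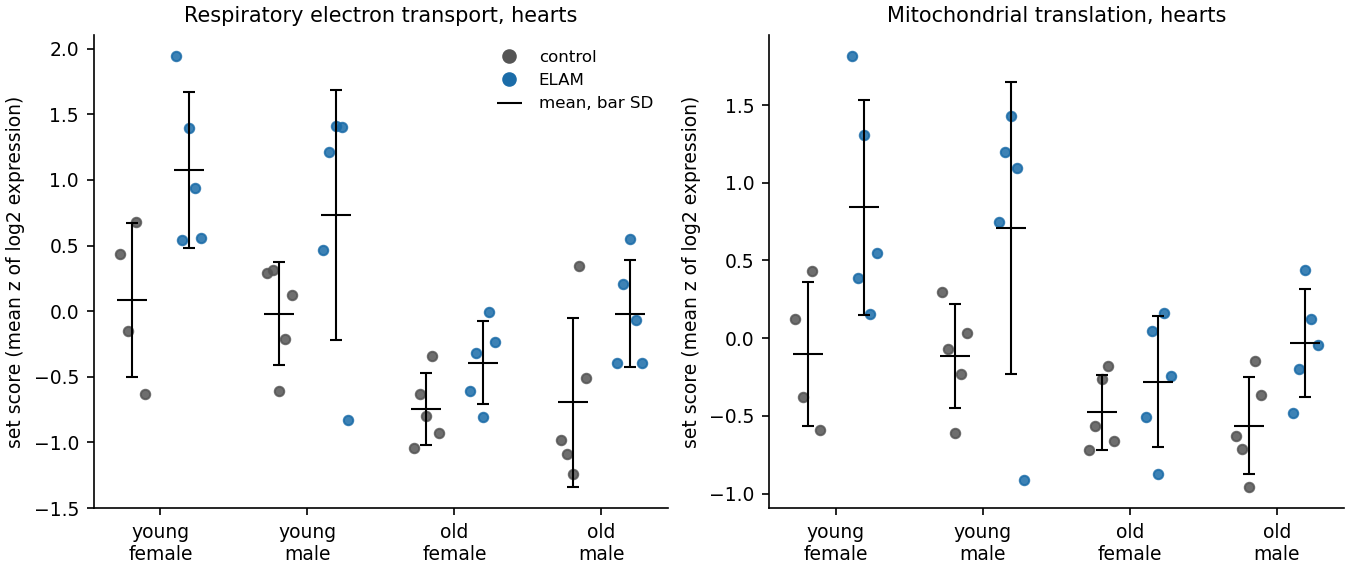
Score of respiratory electron transport (left) and mitochondrial translation (right) in each heart (vertical axis, mean standardized log2 expression of the set's genes), by age, sex and treatment. Points are mice, lines are means and bars are SD. The ELAM mean lies above the control mean in each pair of groups, and the points of the 2 treatments overlap.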

Importantly, expression of these pathways is strongly suppressed during aging, and upregulated mitochondrial translation is a shared mechanism of longevity both within and across mammalian species (Tyshkovskiy et al. 2023). In contrast, most pathways downregulated by ELAM treatment, such as TNF‐ɑ signaling and interferon gamma response, are associated with immune‐related processes that undergo increased expression during aging. 

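A list of TNF-α and NF-κB response genes, of which 173 were measured in hearts, had an NES of -1.67 in old female, -1.88 in young male and -2.05 in old male hearts (adjusted p = 0.0062, 2.0e-05 and 2.0e-05), and of -0.84 in young female hearts (adjusted p = 0.944). Scores as far from 0 arose in 23 of 50 groupings of old female, 7 of young male and 19 of old male hearts. In old skeletal muscles it was lower with ELAM in males (NES -2.23, adjusted p = 2.3e-05) and higher in females (NES 1.51, adjusted p = 0.040), and the latter sign changed to an NES of -0.85 with genes ranked by log2 fold change. Interferon gamma signaling (75 genes in hearts) had an NES of -1.69 in young female and -2.39 in old female hearts (adjusted p = 0.0045 and 4.2e-05) and -2.14 in old female skeletal muscles, while young male (-0.75) and old male (-1.40, adjusted p = 0.111) hearts and old male skeletal muscles (-1.32, adjusted p = 0.208) did not pass the threshold. Scores of this set as far from 0 arose in 21 of 50 groupings of young female hearts. They arose in 4 of old female hearts and 10 of old female skeletal muscles. A second list, of interferon gamma response genes, had an NES of -2.18 and -2.44 in young and old female hearts and of -0.93 and 0.78 in young and old male hearts. For that list, scores as far from 0 arose in 16 and 11 of 50 groupings of young and old female hearts. Signaling by Interleukins was lower in old female (NES -1.85, adjusted p = 0.0014) and old male (NES -1.74, adjusted p = 0.0021) hearts and in old female skeletal muscles (NES -1.75, adjusted p = 0.011). Extracellular matrix organization was lower in all 4 groups of hearts, with an NES of -2.36 in young females, -1.95 in old females, -2.18 in young males and -1.66 in old males. For this set, scores as far from 0 arose in 7, 10, 6 and 14 of 50 groupings in the same order. With the score of each mouse for these sets, the differences with an exact p under 0.05 were those of interleukin signaling (-0.202, two-sided exact permutation test, p = 0.0159) and the TNF-α list (-0.369, exact p = 0.0397) in old male skeletal muscles. Neither passed adjustment. No single difference could have done so with groups of this size.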

Interestingly, these effects were not observed in young male and female skeletal muscle, which clustered separately away from the other experimental samples. 

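In young female skeletal muscles, respiratory electron transport had an NES of 2.46 and mitochondrial translation of 2.12 (adjusted p = 3.4e-05 for both), and the list of OXPHOS subunits of 2.49. Scores as far from 0 arose in 6, 13 and 14 of 50 groupings of these muscles. In young male skeletal muscles the same 3 sets had an NES of -0.93, 1.15 and 0.49 (adjusted p = 0.891, 0.687 and 1), and the OXPHOS list became -0.50 under TMM normalization. Fatty acid, triacylglycerol, and ketone body metabolism had an NES of 0.81 in females and 0.97 in males, and the beta-oxidation list of -1.03 and -1.37, none past the threshold. The TNF-α list had an NES of 1.43 in females and 1.55 in males (adjusted p = 0.0682 and 0.0514), and interferon gamma signaling of 1.33 and 0.79 (adjusted p = 0.365 and 1). Extracellular matrix organization was lower in young males (NES -1.75, adjusted p = 0.0025) and not changed in young females (NES 0.99, adjusted p = 0.997). Whether a set moved differently in old and young mice was tested directly with the per-mouse scores, by permuting treatment within each age. Of 40 such differences over the 10 sets, 2 tissues and 2 sexes, 0 had an exact p under 0.05.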

Consistently, gene expression changes induced by ELAM in all cases except for skeletal muscle in young females were positively correlated with signatures of lifespan and rapamycin and negatively correlated with most signatures of aging and mortality, both at the level of individual genes (Figure 2D) and enriched pathways (Extended Data Figure S8A). Thus, we concluded that although ELAM treatment did not induce significant changes in gene expression profiles of murine heart and skeletal muscle, the direction of its effect resembled that of rapamycin, one of the most robust and validated interventions (Sharp and Strong 2023). Moreover, ELAM treatment positively affected molecular pathways strongly associated with aging and longevity, consistent with ELAM's proposed mechanisms (Chavez et al. 

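The signatures of lifespan, rapamycin, aging and mortality are not used here, and the age effect was taken from the control mice of the other sex in the same tissue, so that the 2 effects compared share no mouse. Spearman's correlation of the signed -log10 p-values of ELAM and of age across genes was -0.14 in young female, -0.23 in old female, -0.17 in young male and -0.21 in old male hearts (18092 genes). In skeletal muscles it was 0.03 in young females, 0.04 in old females, 0.03 in young males and -0.19 in old males (17088 genes). Genes are not independent replicates, and no p-value is given. The choice of age effect moved these values most: against the age effect of the same sex, which shares the control mice, the correlation was 0.04 in young female and 0.11 in young male hearts, and -0.50 in old male skeletal muscles. Noise in the shared controls alone pushes this correlation up in young and down in old mice, so these shifts do not test the values above. Over 50 groupings of the mice of each comparison, a correlation as far from 0 arose in 15 of young female, 15 of old female, 8 of young male and 14 of old male hearts. The count was 47 for young female, 42 for old female, 30 for young male and 2 for old male skeletal muscles.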

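Where no mice were shared, the effects of ELAM on the signed -log10 p-value scale correlated across genes at 0.23 between young female and old male hearts, 0.18 between young and old male hearts and 0.15 between young female and young male hearts. The lowest value between hearts was 0.05, for old females and old males. Between skeletal muscles the correlations ran from -0.09, for old females and old males, to 0.11, for old females and young males. The difference between the effects of ELAM in old and young mice was tested gene by gene in each tissue and sex, and 0 genes had an adjusted p-value under 0.05 in any of the 4 tests. There were 1155 at an unadjusted p under 0.05 in female hearts, 805 in male hearts, 660 in female and 651 in male skeletal muscles. With 1 common effect of ELAM fitted over the 4 age and sex groups, 54 genes passed in hearts (46 higher and 8 lower, median absolute log2 fold change 0.16) and 0 in skeletal muscles, where 921 had an unadjusted p under 0.05. Uqcrh, Ndufs8 and Cox6b1, genes of OXPHOS subunits, were among the 46 higher in hearts. With the animal ID prefix as a block, 0 genes passed and 1855 had an unadjusted p under 0.05, and all 54 genes kept their direction. From the few differentially expressed genes, the enriched pathways and the correlations with published signatures, the paper concludes that ELAM did not induce significant changes in the expression profiles and that the direction of its effect resembled that of rapamycin.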

2020; Mitchell et al. 2020).

**FIGURE 2:**
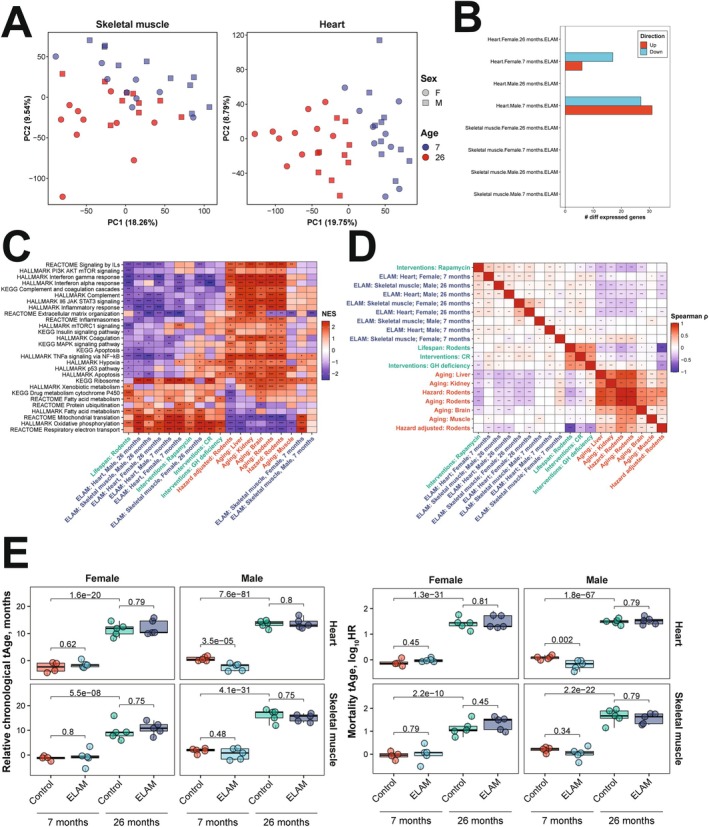
Effect of 2‐month ELAM treatment on the transcriptome of young and old mouse heart and skeletal muscle tissues. (A) Principal components analysis (PCA) of mRNA‐seq samples. PCA was performed following filtering of genes with low numbers of reads and RLE normalization (Mitchell et al. 2024). *n* = 4–5 animals per group. (B) Number of differentially expressed genes following ELAM treatment. Differentially expressed genes were determined using edgeR (Robinson et al. 2010) separately for males and females. *p*‐values were adjusted for multiple comparisons using the Benjamini–Hochberg method, and the False Discovery Rate (FDR) was set at 5%. (C) Gene set enrichment analysis (GSEA) of pathways affected by signatures of aging, mortality, lifespan‐extending interventions, and ELAM treatment. Normalized enrichment scores (NES) of aging‐related pathways affected by ELAM treatment (blue), lifespan‐increasing interventions (green), and signatures of aging and mortality (red). GH: growth hormone deficiency, CR: caloric restriction. ^^^adjusted *p* < 0.1, *adjusted *p* < 0.05, **adjusted *p* < 0.01, ***adjusted *p* < 0.001. (D) Correlation analysis of gene expression changes induced by ELAM treatment at the level of enriched pathways. Spearman correlation between normalized enrichment scores (NES) from gene set enrichment analysis (GSEA) performed for signatures of ELAM treatment (blue), lifespan‐extending interventions (green), and mammalian aging and mortality (red). ^^^adjusted *p* < 0.1, *adjusted *p* < 0.05, **adjusted *p* < 0.01, ***adjusted *p* < 0.001. (E) Effect of ELAM treatment on predicted transcriptomic age (tAge) of mouse heart and skeletal muscle tissues. Mouse multi‐tissue transcriptomic clocks of relative chronological age (left) and mortality (right) have been applied. Benjamini–Hochberg adjusted *p*‐values comparing young vs. old animals, and sex‐ and age‐matched control vs. ELAM treated mice are shown in text.

Many Gene Ontology biological processes (GObp) terms were significantly impacted by ELAM treatment (Appendix S2). Therefore, to gain greater mechanistic insights, we consolidated redundant GObp terms using REVIGO (Supek et al. 2011) and visualized the resulting interaction networks using Cytoscape (Shannon et al. 2003). For old female hearts, upregulated functions (Figure 3A) were organized into separate clusters concerning ATP‐generating processes, mRNA splicing, ion transport, and OXPHOS complex assembly. 

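In old female hearts, the 3 Reactome sets called higher with ELAM were The citric acid TCA cycle and respiratory electron transport, Respiratory electron transport, and the set that joins it with ATP synthesis by chemiosmotic coupling. The Reactome set mRNA Splicing had an NES of 1.23 in old female hearts (adjusted p = 0.407), and 14 of the 50 groupings of these hearts gave a score as far from 0. In young female hearts it had an NES of 2.00 (adjusted p = 6.4e-06), as far from 0 in 9 of the 50 groupings there. Gene Ontology terms were not analysed here.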

For old male hearts, activated functions (Figure 3B) similarly consisted of processes related to mitochondrial organization, mitochondrial transport, ATP generation, and cell communication. 

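In old male hearts, the 5 Reactome sets with the highest NES were the citric acid cycle and respiratory electron transport, its subset with ATP synthesis by chemiosmotic coupling, and 3 sets of cytosolic translation: elongation, termination and peptide chain elongation. The mRNA Splicing set had an NES of 1.14 (adjusted p = 0.370), and with genes ranked by log2 fold change of -0.42. Over the 50 groupings of the old male hearts, a score as far from 0 arose in 4 for mitochondrial translation and 4 for the list of OXPHOS subunits.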

Despite consolidation, many different cellular functions were downregulated by ELAM treatment in both old female (Extended Data Figure S9A) and male (Extended Data Figure S9B) hearts. 

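In old female hearts, the 5 sets with the lowest NES were Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell, Interferon gamma signaling, Generation of second messenger molecules, TCR signaling and Integrin cell surface interactions. In old male hearts they were Zinc transporters, HS-GAG biosynthesis, GPCR downstream signaling, Syndecan interactions, and Interleukin-3, 5 and GM-CSF signaling. Scores as far from 0 as the real ones of Signaling by Interleukins arose in 6 of the 50 groupings of old female hearts and 12 of old male hearts, and for Extracellular matrix organization in 10 and 14.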

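In the groupings of the same hearts, an enrichment as far from 0 as that of Interferon gamma signaling arose in 4 of 50 for old females and 33 of 50 for old males. A list of 45 genes of RyR2 and calcium handling had an NES of -1.48 in old female hearts, which did not pass the threshold (adjusted p = 0.186), and was higher with ELAM in old male hearts (NES 1.75, adjusted p = 0.012). As far from 0 a score of this list arose in 12 of 50 groupings of old female and 1 of 50 groupings of old male hearts, and in young hearts its NES was 1.05 in females and 0.85 in males, neither past the threshold. Ryr2 itself (ENSMUSG00000021313) had a normalized count of 72047 ± 5902 (SD, n = 5) with ELAM and 73378 ± 8316 (SD, n = 5) in control old female hearts, a log2 fold change of -0.03 (standard error 0.104; two-sided exact permutation test, p = 0.786). In old male hearts it had 54127 ± 5782 (SD, n = 5) and 56168 ± 4790 (SD, n = 5), a log2 fold change of -0.05 (standard error 0.086; two-sided exact permutation test, p = 0.540). Both differences were smaller than the spread between mice.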

Again, many of these processes were related to interferon signaling and the immune system; however, additional effects on calcium/RyR2 signaling pathways were also seen.

**FIGURE 3:**
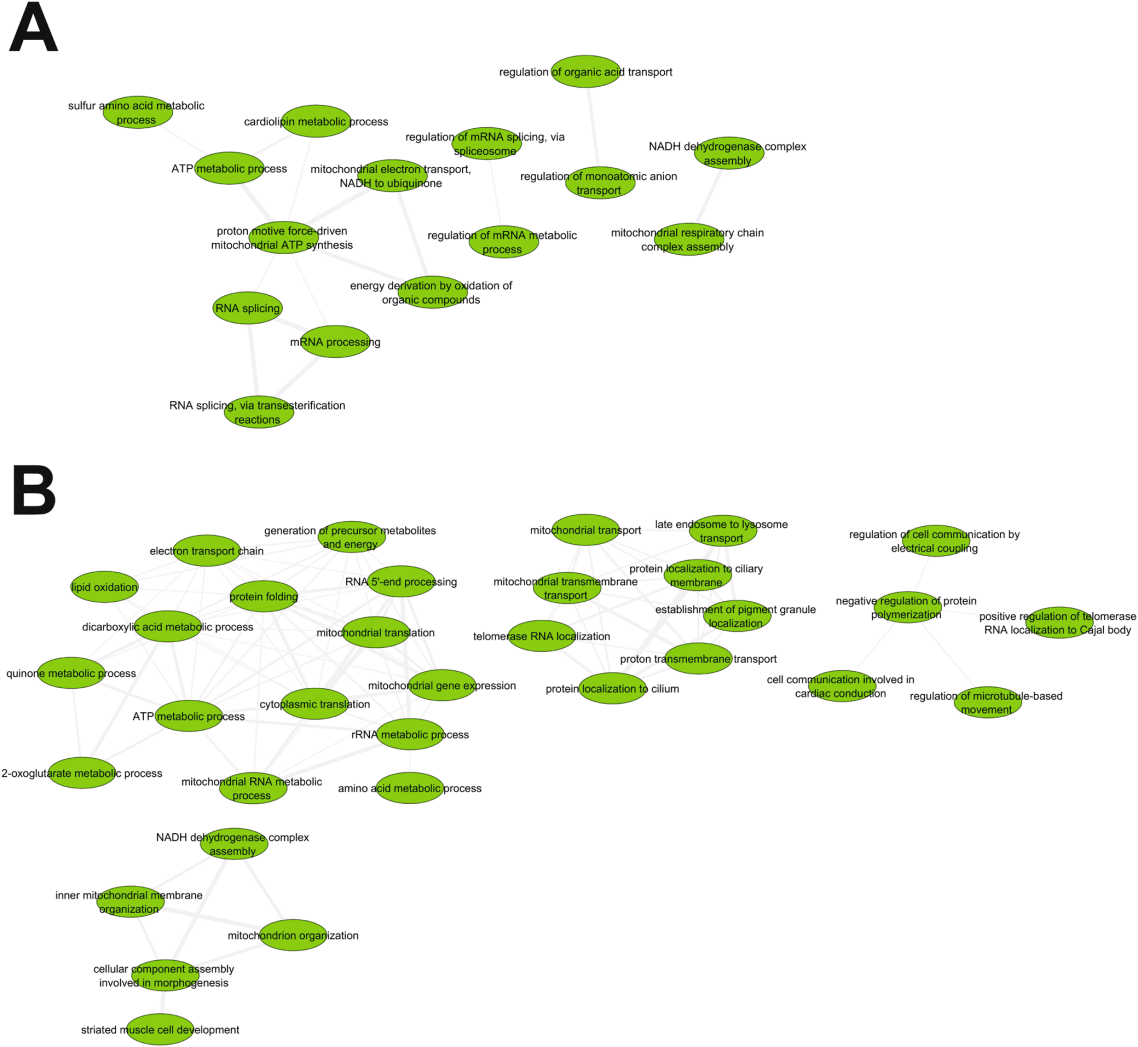
Network analysis of upregulated GObp terms following 2‐month ELAM treatment in old mouse hearts. (A) Females. (B) Males. Gene Ontology biological process (GObp) terms that were significantly upregulated (FDR < 0.05) were first consolidated using REVIGO (Supek et al. 2011) before visualization using Cytoscape (Shannon et al. 2003).

### 3.5 Chronic ELAM Administration Does Not Affect Tissue Transcriptomic or Epigenetic Age

Since we observed significant attenuation of aging‐related declines in muscle functional performance with ELAM, we next tested if these improvements in function could be captured by molecular biomarkers of aging. Therefore, we applied our mRNA‐seq gene count data to mouse multi‐tissue transcriptomic predictors of chronological age and mortality (Tyshkovskiy et al. 2024) (Figure 2E). As expected, transcriptomic clocks distinguished the tissues of young and old mice (adjusted *p* < 10^−7^). 

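The coefficients of the transcriptomic clocks are not used here. Between old and young control mice, 954 genes were higher and 632 lower in female hearts, 909 and 403 in male hearts, 4 and 1 in female skeletal muscles and 140 and 72 in male skeletal muscles, at an adjusted p-value under 0.05. In hearts 573 genes passed in both sexes, 569 of them in the same direction. Genes of the circadian clock such as Dbp and Per3 are among them, so a difference in the time of collection may add to what is counted here as age. An age score of each mouse was computed from the genes that passed in the control mice of the other sex, as the mean standardized log2 expression of the genes higher with age minus that of the genes lower with age, so that no mouse entered its own gene list. Old controls exceeded young controls by 2.40 in female hearts (1.34 ± 0.385, SD, n = 5, against -1.07 ± 0.296, SD, n = 4; two-sided exact permutation test, p = 0.0079) and by 2.18 in male hearts (exact p = 0.0079). The difference was 1.95 in female and 3.76 in male skeletal muscles (exact p = 0.0079 in both), with the score of male muscles resting on only 5 genes. This p-value is the smallest that these group sizes give, and no old control overlapped a young control in any of the 4 comparisons. Taking the age genes from the same sex in the other tissue moved the difference most, to 1.20 in male skeletal muscles, where the exact p stayed under 0.05.

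**Figure D3:**
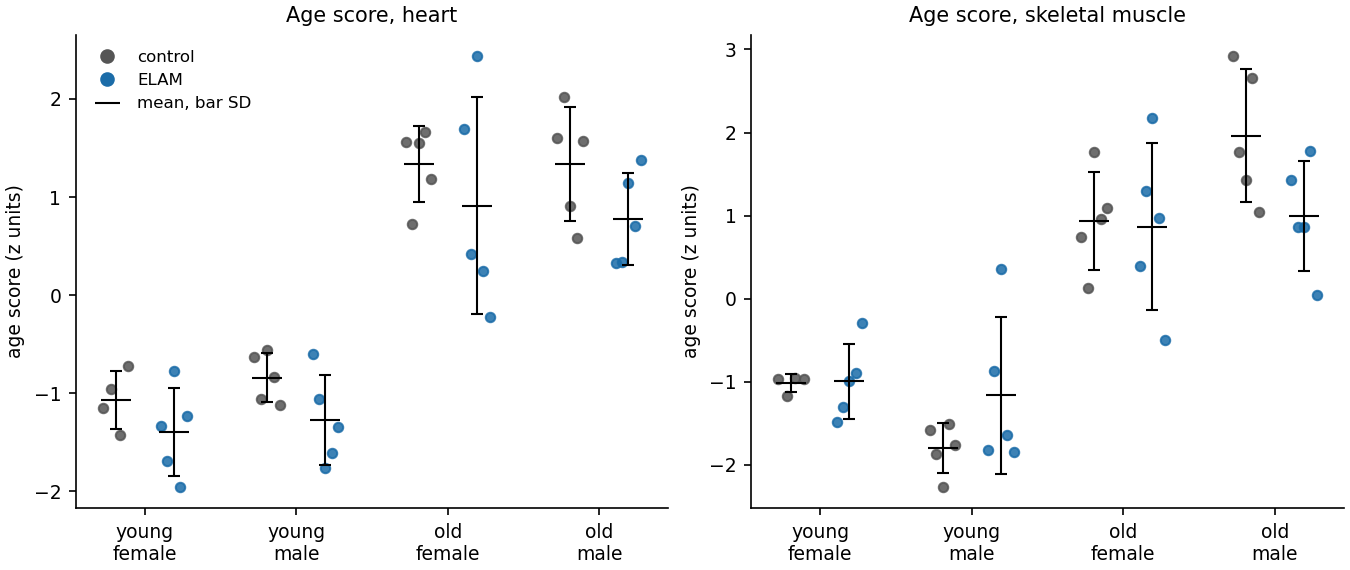
Age score of each mouse (vertical axis, in units of standardized log2 expression) in hearts (left) and skeletal muscles (right), by age, sex and treatment. Points are mice, lines are means and bars are SD. In each tissue and sex, the control mice of the 2 ages do not overlap.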

Additionally, LV mass, as a measure of cardiac hypertrophy, was significantly positively correlated (*p* = 0.0028) with the predicted transcriptomic age (tAge) of mouse hearts (Extended Data Figure S10A). However, only the hearts of young male mice were predicted to be biologically younger based on changes in gene expression following ELAM treatment (*p* = 3.5E^−5^ and *p* = 0.002 for the clocks of chronological age and mortality, respectively), and changes in GLS were only marginally positively correlated (*p* = 0.0667) with tAge (Extended Data Figure S10B). 

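With the age score trained on control mice of the other sex, young male hearts had a mean of -1.27 ± 0.461 (SD, n = 5) with ELAM and -0.841 ± 0.253 (SD, n = 5) in controls, a difference of -0.433 (two-sided exact permutation test, p = 0.127). The difference was -0.329 in young female hearts (exact p = 0.262), -0.424 in old female hearts (exact p = 0.437) and -0.561 in old male hearts (exact p = 0.135). Over the 8 groups of both tissues the smallest adjusted p-value was 0.360. With groups of this size no single group could have passed the adjustment. The alternative with age genes of the same sex from the other tissue changed the sign in young female hearts, to 0.981. That score rests on at most 5 genes, those past the threshold for age in female skeletal muscles. Over the fits that each left out 1 mouse, the difference in young male hearts ran from -0.602 to -0.313.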

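With edgeR's quasi-likelihood test, no gene past the adjusted threshold in young male hearts also passed it in young female hearts. With DESeq2's Wald test 1 gene passed in both, and with edgeR's likelihood ratio test 0 did. The order of the 2 groups depended on the test and on single mice. With edgeR's likelihood ratio test, 55 genes passed in young female hearts and 31 in young male hearts. Fitting all 8 groups of the hearts together gave 48 genes in young females and 1 in young males. Leaving out each mouse in turn gave 0 to 5 genes in young female hearts and 3 to 67 in young male hearts. The 67 genes (49 higher and 18 lower) came without replicate 5, the mouse labelled male that had Xist reads and 0 reads of Ddx3y, and the 4 genes called with all mice were among them. With the prefix of the animal ID as a block, which in young males nearly follows treatment (4 of 5 controls have 1 prefix and 4 of 5 ELAM mice the other), 1 gene passed in young male hearts.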

Notably, the hearts of young males also showed the highest number of differentially expressed genes affected by ELAM, suggesting that the lack of tAge signal in other cases may be related to the low overall effect of ELAM on tissue transcriptomic profiles. Given that ELAM demonstrated molecular patterns associated with increased lifespan, such as dynamics towards upregulated OXPHOS and mitochondrial translation, we then applied modular transcriptomic clocks to uncover if the biological age of individual cellular functions was impacted by ELAM treatment (Extended Data Figure S8B). However, none of the 23 modules had statistically significant effects on transcriptomic age under any of the treatment conditions. Thus, we determined that the impact of ELAM treatment on gene expression profiles of organs in most groups was insufficient to produce significant effects on tissue predicted biological age in a cross‐sectional comparison.

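In skeletal muscles the age score differed between ELAM and control by 0.0221 in young females, -0.0693 in old females, 0.633 in young males and -0.965 in old males. Two-sided exact permutation tests gave p = 0.921, 0.889, 0.230 and 0.0794 for the 4 groups, and the groups overlapped in each. With the 500 genes with the smallest p-value for age in place of those past the threshold, the difference in old male skeletal muscles was -0.433 (exact p = 0.0476). From the clocks' predictions and the absence of an effect in the modular clocks, the paper concludes that the impact of ELAM on gene expression in most groups was insufficient to change the predicted biological age of the tissues.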

To further assess whether ELAM treatment had any impact on molecular predictors of aging, we performed DNAm microarray on genomic DNA isolated from the heart tissues. By PCA (Figure 4A), we detected strong separation by sex along principal component 1, whereas the samples were not separated by either age or treatment along principal component 2. After data normalization and filtering of failed probes, we calculated mean methylation levels from the measured beta values (Figure 4B). In males, we observed a slight yet significant (*p* = 0.0376) increase in mean DNAm with age. However, we did not detect any impact of ELAM treatment on mean DNAm levels in either sex or age group. These results were further supported by differential methylation analysis, which revealed only seven differentially methylated positions for young males (FDR of 5%), while no statistically significant changes in DNAm were observed for other groups and sexes (data not shown). We then used epigenetic clocks to determine if ELAM had any effect on predicted biological age (Figure 4C). Using both UniversalClock2 (Lu et al. 2023) and a pan‐tissue clock (Horvath 2013), we measured 26‐month‐old male and female mice to be significantly epigenetically older than the 7‐month‐old mice (*p* < 0.0001). Moreover, we also found that the predicted tAge of the animals was well‐correlated (Pearson *r* = 0.9151) with their respective predicted epigenetic age (Extended Data Figure S10C). However, we were unable to observe any impact of ELAM treatment on epigenetic age in either sex or in any of the other relevant clocks tested (Appendix S3). 

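The age score of the heart was compared with the epigenetic ages that the paper's Appendix S3 lists for the same animals, which were matched by animal ID for 17 young and 19 old mice. Young and old mice form separate clusters on both measures, so the relation was computed within each age. With UniversalClock2, Pearson's r was 0.427 in young mice (two-sided permutation test, p = 0.0865; Spearman's rho 0.370, p = 0.143) and 0.485 in old mice (p = 0.0369; rho 0.491, p = 0.0343). With the pan-tissue clock it was 0.230 in young mice (p = 0.375; rho 0.392, p = 0.122) and 0.361 in old mice (p = 0.128; rho 0.418, p = 0.0758). Without the 2 mice farthest from the median epigenetic age, r was 0.297 and 0.408 with UniversalClock2 and 0.214 and 0.300 with the pan-tissue clock, in young and old mice. Adjusted over the 4 relations, the smallest p was 0.148, so that no relation within an age passed.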

Taken together, we concluded that ELAM had virtually no impact on DNAm profiles and/or associated epigenetic age in mouse cardiac tissue.

**FIGURE 4:**
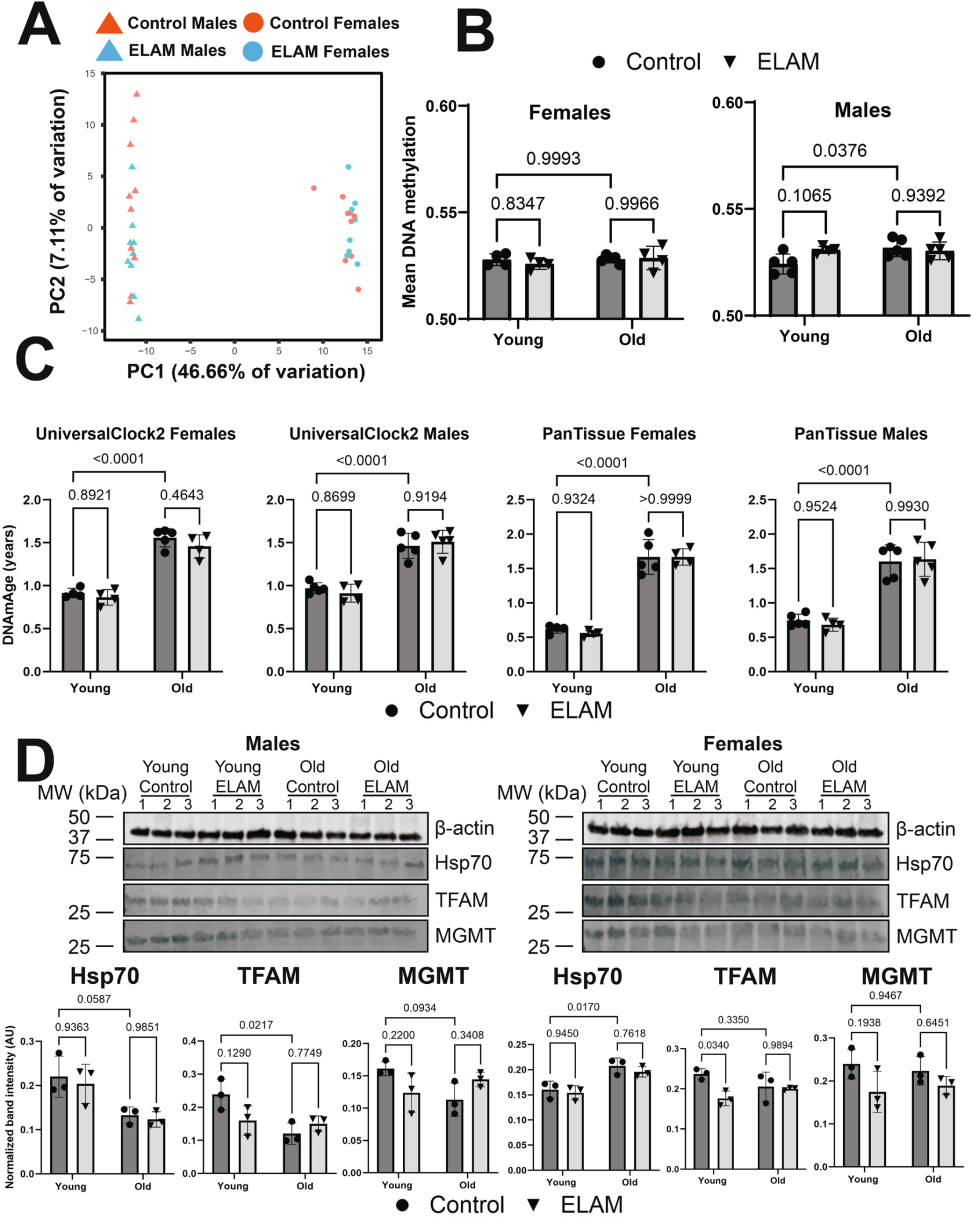
Effect of 2‐month ELAM treatment on biomarkers of lifespan in young and old mouse hearts. (A) PCA of DNA methylation (DNAm) microarray samples. PCA was performed following data normalization in SeSAMe (Zhou et al. 2018) and filtering of failed probes. *n* = 4–5 animals per group. (B) Mean DNAm levels. Mean DNAm was estimated by taking the means of the filtered beta values for each sample. *p*‐values were determined by two‐way ANOVA and Tukey's post hoc test. *p*‐values for the most relevant comparisons are shown in text. Error bars represent sample means ± standard deviations. (C) Effect of ELAM treatment and aging on epigenetic age (DNAmAge) of mouse hearts. *p*‐values were determined by two‐way ANOVA and Tukey's post hoc test. *p*‐values for the most relevant comparisons are shown in the text. Error bars represent sample means ± standard deviations. (D) Effect of ELAM treatment and aging on protein expression of cap‐independent translation (CIT) targets. Upper panels: Western blot images of CIT targets Hsp70, TFAM, and MGMT alongside a loading control (β‐actin). Lower panels: Quantification of the protein levels of CIT targets. *p*‐values were determined by two‐way ANOVA and Tukey's post hoc test. *p*‐values for the most relevant comparisons are shown in the text. Error bars represent sample means ± standard deviations. *n* = 3 animals per group.

Finally, to assess the potential impact of ELAM administration on alternative biomarkers of longevity, we performed Western blots for cap‐independent translation (CIT) targets TFAM, MGMT, and Hsp70 in mouse hearts. Previous work done in mouse livers and kidneys has shown that the protein abundance of CIT targets decreases with age and, conversely, that the upregulation of CIT targets is a shared mechanism of compounds and interventions that robustly extend mouse lifespan (Shen et al. 2021). In males, we did observe a decrease in protein expression of CIT targets with age (Figure 4D) that was marginally significant (*p* = 0.0587, *p* = 0.0217, and *p* = 0.0934 for Hsp70, TFAM, and MGMT, respectively) and occurred without an effect on gene expression (Extended Data Figure S11). However, this was not observed in the hearts of female mice, which showed an increase in Hsp70 protein expression with age (*p* = 0.0170). 

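In control male hearts, Tfam (ENSMUSG00000003923) had a normalized count of 1239 ± 79.8 (SD, n = 5) in old and 1235 ± 87.3 (SD, n = 5) in young mice, a log2 fold change with age of 0.0049 (standard error 0.078; two-sided exact permutation test, p = 0.960). Mgmt (ENSMUSG00000054612) had 255 ± 12.9 (SD, n = 5) in old and 292 ± 30.3 (SD, n = 5) in young mice. Its log2 fold change was -0.20 (standard error 0.112; exact p = 0.0476), with a p of 0.207 from edgeR's quasi-likelihood test after adjustment over the 16 age comparisons of the candidate genes. The protein Hsp70 is encoded by Hspa1a and Hspa1b, near-identical genes between which the counting could split reads, so that each count is uncertain. Hspa1a (ENSMUSG00000091971) had 58.3 ± 22.3 (SD, n = 5) in old and 42.1 ± 13.9 (SD, n = 5) in young mice, a log2 fold change of 0.47 (standard error 0.507; exact p = 0.246). Hspa1b (ENSMUSG00000090877) had 71.9 ± 30.1 (SD, n = 5) and 66.9 ± 22.7 (SD, n = 5), a log2 fold change of 0.10 (standard error 0.473; exact p = 0.810), and its sign depended on single mice (-0.18 to 0.29 with each mouse left out). None of these 4 changes passed adjustment. In control female hearts, Hspa1a had 71.8 ± 20.0 (SD, n = 5) in old and 50.3 ± 24.1 (SD, n = 4) in young mice. Its log2 fold change was 0.51 (standard error 0.377, exact p = 0.183). The adjusted p was 0.372 from edgeR's quasi-likelihood test over the 16 comparisons. In control female hearts, Hspa1b had 106.7 ± 8.85 (SD, n = 5) in old and 64.6 ± 28.2 (SD, n = 4) in young mice, a log2 fold change of 0.72 (standard error 0.277; exact p = 0.0238, adjusted p = 0.0530 from edgeR's test over the same 16 comparisons).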

Interestingly for females, TFAM was upregulated at the mRNA level in young mice following ELAM treatment (*p* = 0.0075) but was downregulated at the protein level (*p* = 0.0340). 

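Tfam had a normalized count of 1590 ± 115.4 (SD, n = 5) with ELAM and 1344 ± 61.8 (SD, n = 4) in control young female hearts, and each ELAM heart was above every control heart (two-sided exact permutation test, p = 0.0159). The log2 fold change was 0.24 with a standard error of 0.070. edgeR's quasi-likelihood test gave a p of 0.0023, which was 0.229 after adjustment over all genes and 0.0748 over the 32 ELAM comparisons of Tfam, Mgmt, Hspa1a and Hspa1b. Apart from fits that left out mice, the prefix of the animal ID as a block moved the log2 fold change most, to 0.23. In old female hearts Tfam had 1345 ± 114.97 (SD, n = 5) with ELAM and 1362 ± 56.9 (SD, n = 5) in controls, a log2 fold change of -0.02 (standard error 0.066; exact p = 0.754). The effect of ELAM on Tfam was lower in old than in young female hearts by -0.26 on the log2 scale (standard error 0.096; exact permutation of treatment within each age, p = 0.0217). It was 1 of 16 such tests, and the p was not adjusted. In male hearts the log2 fold change with ELAM was 0.14 in young mice (standard error 0.078; exact p = 0.238) and 0.02 in old mice (standard error 0.078; exact p = 0.810).

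**Figure D4:**
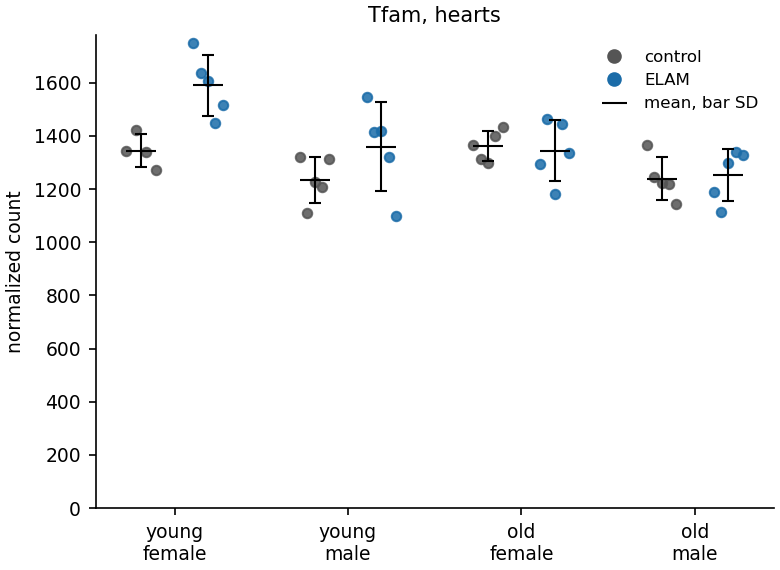
Normalized count of Tfam in each heart (vertical axis from 0), by age, sex and treatment. Points are mice, lines are means and bars are SD. In young females the 5 ELAM hearts lie above the 4 control hearts, and in the other 3 pairs of groups the hearts overlap.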

TFAM is a mitochondrial transcription factor that is essential for the replication, packaging, and maintenance of mitochondrial DNA (Kang et al. 2018) and, furthermore, has been shown previously to be affected by ELAM treatment in a mouse model of Alzheimer's disease (Reddy et al. 2017). Overall, we found that ELAM treatment appeared to have a negligible impact on several molecular predictors of mouse lifespan and longevity.

## 4 Discussion

In this study, we explored the relationship between age‐related function and biological age by addressing two questions. First, we evaluated the age‐ and sex‐specific effects of ELAM treatment on mouse frailty index, cardiac and skeletal muscle performance, and tissue gene expression. Second, we tested if the improvements in skeletal and cardiac muscle function following chronic ELAM administration were associated with favorable changes in molecular features of aging quantified with both epigenetic and transcriptomic clocks. We found that ELAM improved general health status in longitudinal tests and mainly affected systolic function in aged males and females, whereas changes to skeletal muscle force generation were restricted to old females. At the molecular level, we observed trajectories towards upregulation of pathways related to mitochondrial organization, transport, and energy metabolism and downregulation of immune‐ and inflammation‐related biological processes. Interestingly, despite these pathways being implicated in transcriptomic age (Tyshkovskiy et al. 2024), there was no consistent effect of ELAM treatment on cardiac or skeletal muscle transcriptomic age. Moreover, in most cases, ELAM did not statistically affect the expression of any individual genes. These findings were corroborated by analyses of DNAm in mouse hearts, which showed that ELAM did not affect predicted epigenetic age or significantly alter the methylation of individual CpGs. When we limited our functional analyses to only mice whose tissues were subjected to the omics experiments, we still observed statistically significant effects on post‐treatment frailty (Extended Data Figure S10D) and GLS in old male mice (Extended Data Figure S10E). Thus, our study has demonstrated that improvements in age‐related biological and tissue functions following a treatment may occur without measurable changes in biological age, as quantified with validated transcriptomic and epigenetic clocks at the study endpoint. More generally, these findings indicate that age‐related function can be partially uncoupled from molecular biological age. Even though they are often corroborated in aging studies, changes in age‐related function do not necessarily equate to changes in the underlying molecular drivers of aging. Furthermore, directly targeting a “secondary” or downstream hallmark of aging (López‐Otín et al. 2023) may not have the same impact on biological age as targeting upstream growth or developmental‐related pathways.

ELAM is suggested to localize within mitochondria and increase OXPHOS efficiency and the coupling of transmembrane potential generation with ATP synthesis as its central mechanism of action (Szeto 2014). Two non‐mutually exclusive and partially overlapping explanations for this mechanism have been proposed. In the first, ELAM is targeted to mitochondria due to preferential binding interactions with their cardiolipin (CL)‐rich membranes, which feature a strong negative surface charge (Birk et al. 2013; Mitchell et al. 2020). As a polybasic peptide, the binding of ELAM to CL partially attenuates the membrane surface potential; moreover, membrane insertion of its hydrophobic sidechains alters lipid packing interactions and membrane exposure to water. Together, these interactions may reduce excessive mitochondrial calcium signaling (a known instigator of mitochondrial dysfunction (Matuz‐Mares et al. 2022; Santulli et al. 2015)) by displacing calcium from the membrane surface and modulating inner membrane curvature, which affects OXPHOS complex assembly and mitochondrial bioenergetic function (Iovine et al. 2021; Yang et al. 2021). In the second, direct binding interactions of ELAM with proteins involved in mitochondrial energy generation increase mitochondrial ATP generating capacity and coupling efficiency (Campbell et al. 2019; Chavez et al. 2020). In particular, proton leak through the ANT protein has been identified as a potential cause of aging‐related cardiac mitochondrial dysfunction, and treatment with ELAM is able to reduce it (Pharaoh et al. 2023; Zhang et al. 2020).

Mitochondrial dysfunction is an established contributor to sarcopenia and heart failure (Ferri et al. 2020; Liu et al. 2022). During heart failure in humans, energy metabolism switches from primarily fatty acid beta‐oxidation to include more utilization of glucose (Lopaschuk et al. 2010). This coincides with disrupted OXPHOS and an inability to meet ATP energy requirements (Starling et al. 1998). In turn, this lack of ATP contributes to alterations in calcium signaling, which can overload mitochondria with calcium via phosphorylation of RyR2 (Dobrev and Wehrens 2014). Finally, this increase in mitochondrial calcium levels can trigger the opening of the mitochondrial permeability transition pore, which further depletes ATP levels, increases mitochondrial swelling and reactive oxygen species production, and can lead to ischemia–reperfusion injury and cell death (Di Lisa et al. 2001; Liu et al. 2015). Therefore, ELAM treatment may improve aging‐related declines in cardiac function by increasing inner membrane curvature, improving OXPHOS efficiency, and increasing cellular ATP production. Alternatively, ELAM may have direct binding interactions with ATP synthase dimers, which have been suggested to constitute the pore‐forming component of the mitochondrial permeability transition pore (Chavez et al. 2020; Giorgio et al. 2013). Thus, ELAM binding to ATP synthase dimers might decrease their sensitivity to calcium‐induced pore formation (Birk et al. 2013; Zhang et al. 2020; Zhao et al. 2004).

Biomarkers of aging, such as epigenetic, transcriptomic, and proteomic aging clocks, are emerging tools to quantify biological age, assess the impacts of disease states, and perform large‐scale unbiased screens to identify interventions that affect aging. However, the interpretability of their predictions is often complicated (Bertucci‐Richter et al. 2024; Meier et al. 2023; Prosz et al. 2024; Zhu et al. 2021). Recent studies have partially resolved this issue by separating adaptive CpG sites from damaging sites (Ying et al. 2024) and by breaking down conventional clocks into specific biological modules associated with various cellular functions (Tyshkovskiy et al. 2024). At the same time, it still remains unclear how biological age associates with various tissue functions and parameters of organismal physiological health. If measurements of functional changes disagree with their predicted biological ages, how should this be reconciled? Moreover, if interventions are tested for their impact on both physiological function and molecular features of aging, and these assessments disagree with one another, should aging be viewed as affected by these interventions? In the case of our study, we observed improvements in age‐related function following ELAM treatment that were not consistently detected by epigenetic or transcriptomic predictors of biological age. Not only are healthspan and lifespan two separate parameters (Garmany et al. 2021), but they also may be indirectly related to changes in function, and all three may be different from changes in biological age. In support of this, albeit with a limited sample size and different route of administration, ELAM treatment was previously shown not to affect mouse lifespan (Campbell, Samuelson, et al. 2023). However, we also cannot rule out the possibility that molecular clocks based on omics measures of singular types of biomolecules may not represent certain changes induced at other levels of tissue organization (e.g., concentration of metabolites and glycans) (Silva et al. 2020), that the effect of ELAM on heart epigenetic and transcriptomic age may be masked by the fact that cardiomyocytes only make up around 25%–35% of the total number of cells (Trager et al. 2023), or that functional changes respond more quickly to improved mitochondrial function and a longer treatment may be required to remodel the underlying molecular markers of biological age.

In this current study, we have shown that ELAM treatment can mitigate some age‐related declines in mouse physiological muscle function. In support of this, previous studies in aged C57BL/6J mice have also demonstrated robust reversals of cardiac dysfunction (Chiao et al. 2020; Pharaoh et al. 2023) and improved skeletal muscle endurance and metabolic responses to muscle contraction (Campbell et al. 2019; Campbell, Djukovic, et al. 2023; Campbell, Samuelson, et al. 2023). In addition, improvements in function were observed in both sexes in this current study, which is important considering that most ITP drugs are more effective in males than females (Miller et al. 2020; Strong et al. 2008, 2022). Furthermore, the proposed mechanisms of ELAM are distinct from those of known geroprotectors, which traditionally affect developmental and/or growth‐related pathways to alter aging trajectories regardless of the age at which treatment is initiated. ELAM seems to be unique as it is proposed to affect only cells that have unhealthy and/or dysfunctional mitochondria (Hou et al. 2016; Reddy et al. 2017; Szeto et al. 2011), including cells from aged tissues (Zhang et al. 2020). Finally, as a peptide drug candidate, ELAM is safe and well‐tolerated but traditionally requires SQ administration. Taken together, our study confirms ELAM as a potential novel intervention for mitigating aging‐related declines in tissue function.

### 4.1 Future Directions and Limitations

In future studies, it would be interesting to compare the effects of other mitochondria‐targeted treatments on tissue function and predicted biological age to see if downstream pathways such as mitochondrial metabolism have less effect on biological age compared to more universal upstream pathways related to growth and development. Additionally, it would be important to test other peptide analogs to see if they can more strongly attenuate aging‐related declines in cardiac and skeletal muscle performance. In the current study, we utilized inbred C57BL/6J mice; as such, further validation may be necessary to determine if the effects of chronic ELAM on muscle function are consistent in other strains and genetically diverse populations. The sample sizes for the omics experiments are limited to *n* = 4–5 per treatment condition. Finally, additional aging biomarkers may be applied to assess biological functions of cells and tissues in response to ELAM and related interventions.

## Author Contributions

W.M., G.P., D.J.M., and V.N.G.: Created study design. W.M., G.P.: Conducted experiments. W.M., G.P., and A.T.: Analyzed experimental data. D.J.M. and V.N.G.: Oversaw experiments and provided laboratory resources. W.M. and G.P.: Wrote the initial draft. W.M., G.P., A.T., M.C., D.J.M., and V.N.G.: Revised the manuscript.

## Conflicts of Interest

Dr. David J. Marcinek has been a paid scientific advisor for and received elamipretide from Stealth Biotherapeutics at no charge. Stealth Biotherapeutics had no role in the support, design, or reporting of this study. The other authors declare no conflicts of interest.

## Supporting information

Appendix S1.

Appendix S2.

Appendix S3.

## Data Availability

DNA methylation and mRNA‐seq data will be made publicly available under GEO accession ID GSE280700 upon publication of this manuscript. All other data supporting the findings of this study are available as Supporting Information files and/or upon request.

# Supplementary material for: The Mitochondria‐Targeted Peptide Therapeutic Elamipretide Improves Cardiac and Skeletal Muscle Function During Aging Without Detectable Changes in Tissue Epigenetic or Transcriptomic Age
**Source:** Aging Cell. 2025 Mar 13;24(6):e70026. doi: 10.1111/acel.70026
**Supplement:** Supplementary file 1 — Appendix S1.

**Extended Data** Figure 1**: Similar components of the 31-point frailty index are elevated in old control- and ELAM-treated mice.** Heatmap of the average value of each component of the frailty index in old control- (Con) and ELAM-treated male (M) and female (F) mice (*n* = 11–12) at ages of 24, 25, and 26 months old. Only mice that survived to the study endpoint were included in the analysis.

**Extended Data** Figure 2**: Aging and elamipretide treatment analyzed by echocardiography strain analysis.** *Baseline echocardiography strain analysis of parasternal long axis images of the LV of young (Yng) and old mice for A. End diastolic volume (EDV), B. End systolic volume (ESV), C. Stroke Volume (SV), D. Fractional shortening (FS), E. Cardiac output (CO), F. End diastolic left ventricular mass (EDLVM), G. End systolic left ventricular mass (ESLVM), and H. Heart rate. Δ (Post-pre) echocardiography strain analysis of parasternal long axis images of the LV of aged control (Con) and ELAM-treated mice for I. EDV, J. ESV, K. SV, L. FS, M. CO, N. EDLVM, O. ESLV), and P. Heart rate.* 4-5-month-old (young) female and male (*n* = 9–10) and 23-24-month-old (old) female (*n* = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (*n* = 11–12) using Δ measurements. Only mice that survived to study endpoint were included in the analysis. Statistical significance was determined by two-way ANOVA with Tukey's post hoc test. Significant ANOVA factors written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations.

**Extended Data** Figure 3**: Systolic function in aging and elamipretide treatment analyzed by conventional echocardiography.** *Baseline conventional echocardiography systolic function quantified from the short axis M-mode images of the LV of young (Yng) and old mice for A. End systolic diameter (ESD), B. End diastolic diameter (EDD), C. ESV, D. EDV, E. SV, F. Ejection fraction (EF), G. FS, and H. CO. Δ (Post-pre) conventional echocardiography systolic function quantified from the short axis M-mode images of the LV of aged control (Con) and ELAM-treated mice for I. ESV, J. EDD, K. ESV, L. EDV, M. SV, N. EF, O. FS, and P. CO. 4- to*-month-old (young) female and male (*n* = 9–10) and 23- to4-month-old (old) female (*n* = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (*n* = 11–12) using Δ measurements. Only mice that survived to the study endpoint were included in the analysis. Statistical significance was determined by two-way ANOVA with Tukey's post hoc test. Significant ANOVA factors written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations.

**Extended Data** Figure 4**: Diastolic function in aging and elamipretide treatment analyzed by conventional echocardiography.** *Baseline conventional echocardiography diastolic function quantified from 4-chamber tissue doppler and pulse wave doppler images of the LV of young (Yng) and old mice for A. Mitral valve (MV) E wave, B. MV A wave, C. E' wave, D. A' wave, E. MV E/E**', F. MV E/A, G. E**'/A**', and H. A**'/E**'. Δ (Post-pre) conventional echocardiography diastolic function quantified from 4-chamber tissue doppler and pulse wave doppler images of the LV of aged control (Con) and ELAM treated mice for I. MV E wave, J. MV A wave, K. E' wave, L. A' wave, M. MV E/E**', N. MV E/A, O. E/A**', P. A**'/E**'.* 4-5-month-old (young) female and male (n = 9–10) and 23-24-month-old (old) female (n = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (n = 11–12) using Δ measurements. Only mice that survived to study endpoint were included in the analysis. Statistical significance was determined by two-way ANOVA with Tukey's post hoc test. Significant ANOVA factors are written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations.

**Extended Data Figure 5: Cardiac hypertrophy in aging and elamipretide treatment analyzed by conventional echocardiography.** *Baseline conventional echocardiography cardiac hypertrophy from the short axis M-mode images of the LV of young (Yng) and old mice for A. LV Mass, B. LV Mass Cor (corrected), C. Left ventricular anterior wall thickness in systole (LVAW;s), D. Left ventricular anterior wall thickness in diastole (LVAW;d), E. Left ventricular posterior wall thickness in systole (LVPW;s), F. Left ventricular posterior wall thickness in diastole (LVPW;d). At study endpoint, the heart was collected and weighed for control young and old mice for G. Heart mass, and H. Heart mass normalized to tibia length. Δ (Post-pre) conventional echocardiography cardiac hypertrophy from the short axis M-mode images of the LV of aged control (Con) and ELAM-treated mice for I. LV Mass, J. LV Mass Cor, K. LVAW;s, L. LVAW;d, M. LVPW;s, N. LVPW;d**. At study endpoint, the heart was collected and weighed for control and ELAM-treated old mice for G. Heart mass, and H. Heart mass normalized to tibia length.* 5-month-old (young) female and male (*n* = 9–10) and 23–24-month-old (old) female (*n* = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (*n* = 11–12) using Δ measurements. Only mice that survived to the study endpoint were included in the analysis. Heart masses were collected at the study endpoint from 7-month (young) and 26-month (old) male and female control and ELAM-treated mice. Statistical significance was determined by two-way ANOVA with Tukey's post hoc test. Significant ANOVA factors written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations.

**Extended Data Figure 6: In vivo muscle force-frequency in aging and elamipretide treatment.** *At study endpoint, the gastrocnemius muscles were collected, weighed, and normalized to tibia length for A. Control young and old mice, and B. Control and ELAM-treated old mice. C. Baseline* in vivo *muscle force normalized to body mass across a range of stimulation frequencies in young and old mice. D. Baseline maximum* in vivo *muscle force normalized to body mass of young and old mice. E. Δ (Post-pre)* in vivo *muscle force normalized to body mass across a range of stimulation frequencies at endpoint for old mice. F. Δ maximum* in vivo *muscle force normalized to body mass at endpoint for old mice. G. Baseline maximum rate of muscle contraction across a range of stimulation frequencies in young and old mice. H. Δ maximum rate of muscle contraction across a range of stimulation frequencies at endpoint for old control and ELAM mice. I. Baseline maximum rate of muscle relaxation across a range of stimulation frequencies in young and old mice. J. Δ maximum rate of muscle relaxation across a range of stimulation frequencies at endpoint for old control and ELAM-treated mice.* 5-month-old (young) female and male (*n* = 9–10) and 23–24-month-old (old) female (*n* = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (*n* = 11–12) using Δ measurements. Only mice that survived to study endpoint were included in the analysis. Gastrocnemius muscle masses were collected at study endpoint from 7-month (young) and 26-month (old) male and female control and ELAM-treated mice. Statistical significance was determined by two-way ANOVA with Tukey's post hoc test except for comparisons that include stimulation frequency as a factor, which were analyzed by three-way ANOVA. Significant ANOVA factors written in text with selected Tukey's post hoc test comparisons on graphs. Error bars represent sample means ± standard deviations.

**Extended Data Figure 7: In vivo muscle fatigue contraction and relaxation in aging and elamipretide treatment.** *A. Baseline maximum rate of muscle contraction across 120 fatiguing stimulations in young and old mice. B. Δ (Post-pre) maximum rate of muscle contraction across 120 fatiguing stimulations at endpoint for old control and ELAM-treated mice. C. Baseline maximum rate of muscle relaxation across 120 fatiguing stimulations in young and old mice. D. Δ maximum rate of muscle relaxation across 120 fatiguing stimulations at endpoint for old control and ELAM-treated mice.* 5-month-old (young) female and male (n = 9–10) and 23–24-month-old (old) female (n = 23–24) and male were compared for each measurement at baseline. ELAM treatment effects were compared in control and ELAM-treated old mice (n = 11–12) using Δ measurements. Only mice that survived to the study endpoint were included in the analysis. Statistical significance was determined by three-way ANOVA with Tukey's post hoc test. Significant ANOVA factors written in text with selected Tukey's post hoc test comparisons on graphs. Error bars omitted for clarity.

**Extended Data Figure 8: Effect of 2-months ELAM treatment on aging-related changes in gene expression.**

*A. Correlation analysis of gene expression changes induced by ELAM treatment at the level of individual genes (left) and enriched pathways (right).* Spearman correlation between normalized enrichment scores (NES) from gene set enrichment analysis (GSEA) performed for signatures of ELAM treatment (blue), lifespan-extending interventions (green), and mammalian aging and mortality (red). Adjusted p-value < 0.1, *adjusted p-value < 0.05, **adjusted p-value < 0.01, ***adjusted p-value < 0.001. *B. Modular transcriptomic clock analysis.* Normalized difference in tAge between control and ELAM-treated mice estimated with individual module-specific transcriptomic clocks of chronological age and mortality. Negative (blue) and positive (red) values represent reduced and elevated tAge in ELAM-treated animals, respectively. No statistically significant differences (Benjamini–Hochberg adjusted p-value < 0.05) were observed for any modular clocks. *n* = 4–5 animals per group.

**Extended Data Figure 9: Network analysis of downregulated GObp terms following 2-months ELAM treatment in old mouse hearts.**

*A. Females. B. Males.* Gene Ontology biological process (GObp) terms that were significantly upregulated (False Discovery Rate < 0.05) were first consolidated using REVIGO (Supek et al., [2011](#B83)) before visualization using Cytoscape (Shannon et al., [2003](#B76)). *n* = 4–5 animals per group.

**Extended Data Figure 10: Pearson correlation and post-treatment** **analyses.**

*A.* *Correlation of LV mass with tAge.* Data points correspond to LV mass (post-treatment) and tAge (relative) of hearts from young and old male and female mice (both treatments). *B. Correlation of tAge with GLS.* Data points correspond to ΔGLS (Post-pre) and tAge (relative) of hearts from old male and female mice (both treatments). *C. Correlation of DNAmAge with tAge.* Data points correspond to DNAmAge (PanTissue) and tAge (relative) of hearts from young and old male and female mice (both treatments). *D. Effects of ELAM on post-treatment frailty index in old mice.* Data is only shown for mice whose tissues were subjected to the omics experiments (both sexes combined, *n* = 9–10 mice per group). P-value was determined by unpaired two-tailed *t*-test. *E. Effects of ELAM on post-treatment GLS.* Data is only shown for mice whose tissues were subjected to the omics experiments (n = 4–5 mice per group). P-values were determined by two-way ANOVA and Šidák correction.

**Extended Data Figure 11: Normalized gene expression of CIT targets.**

*A. Hsp70. B. TFAM. C. MGMT.* Benjamini–Hochberg adjusted p-values comparing sex- and age-matched control versus ELAM treated mice are shown in text. n = 4–5 animals per group.

# Supplementary material for: The Mitochondria‐Targeted Peptide Therapeutic Elamipretide Improves Cardiac and Skeletal Muscle Function During Aging Without Detectable Changes in Tissue Epigenetic or Transcriptomic Age
**Source:** Aging Cell. 2025 Mar 13;24(6):e70026. doi: 10.1111/acel.70026

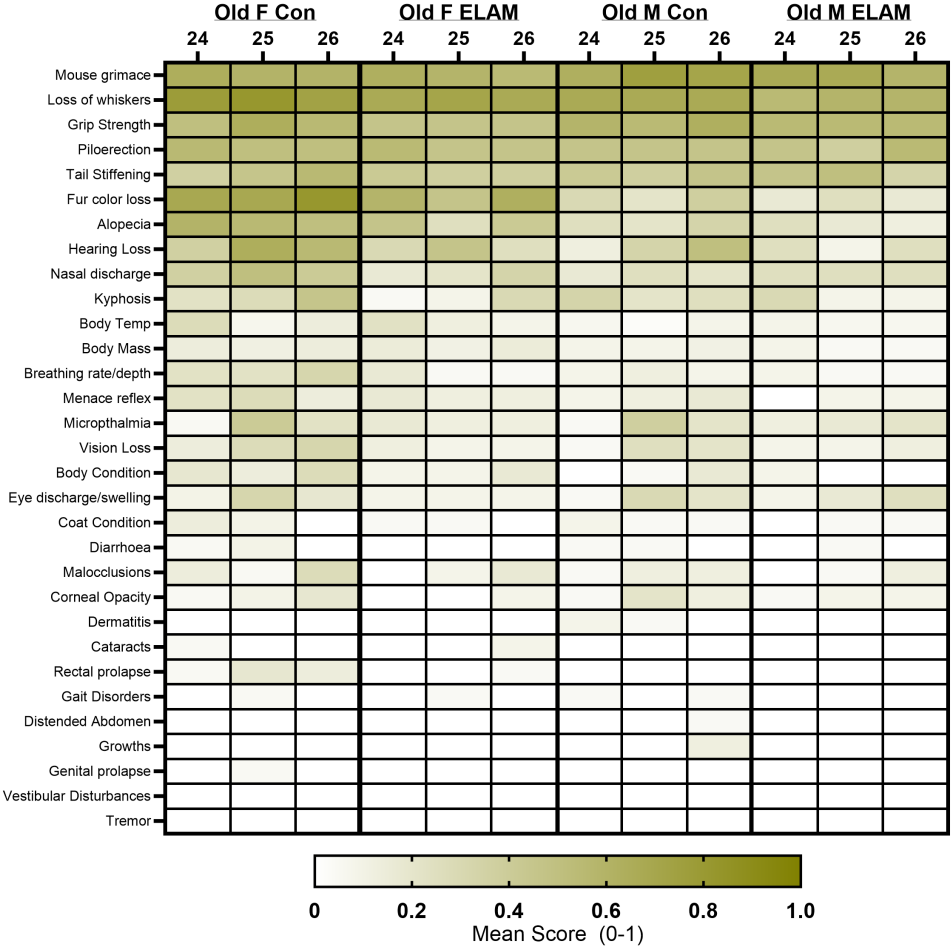

Extended Data Figure 1

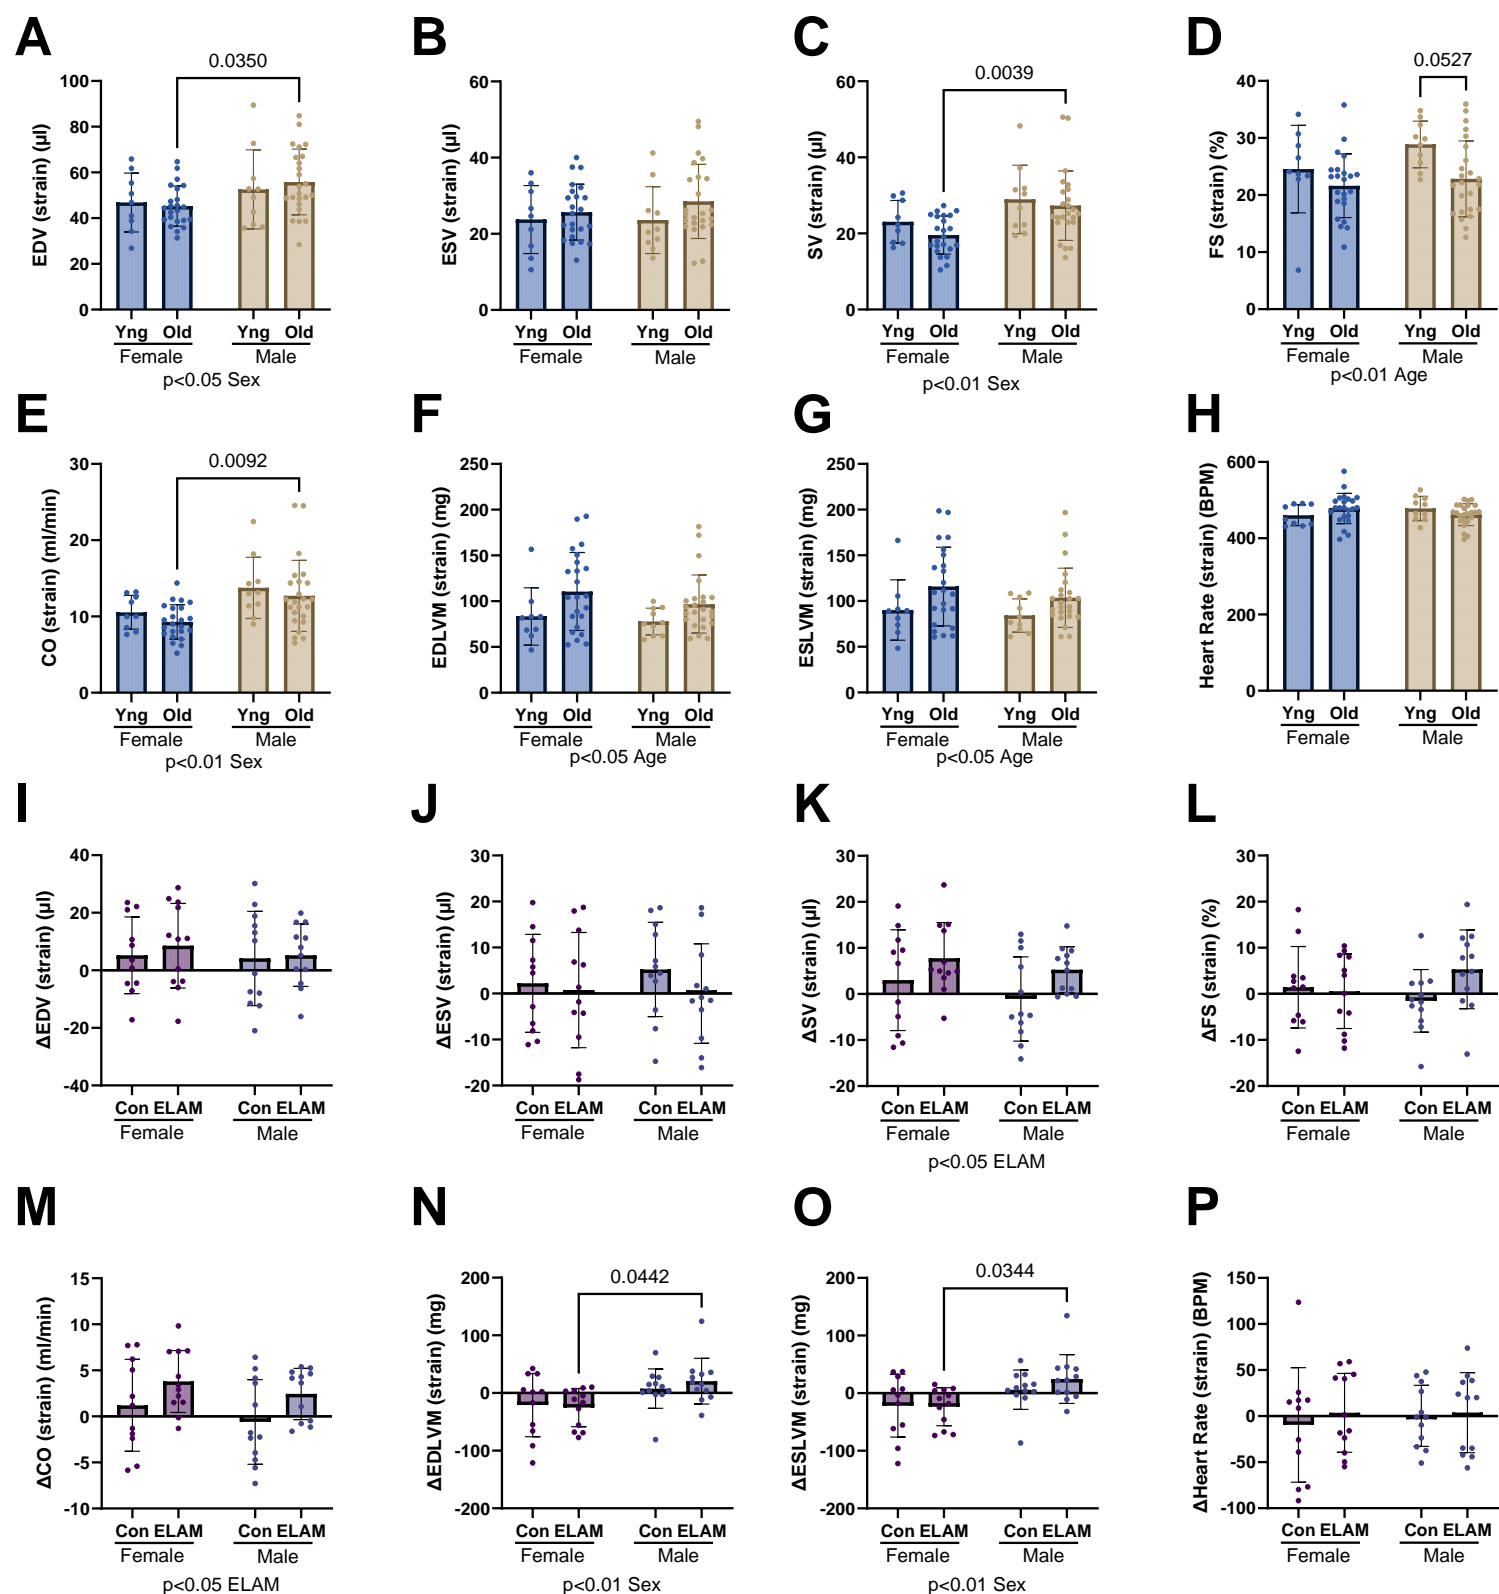

Extended Data Figure 2

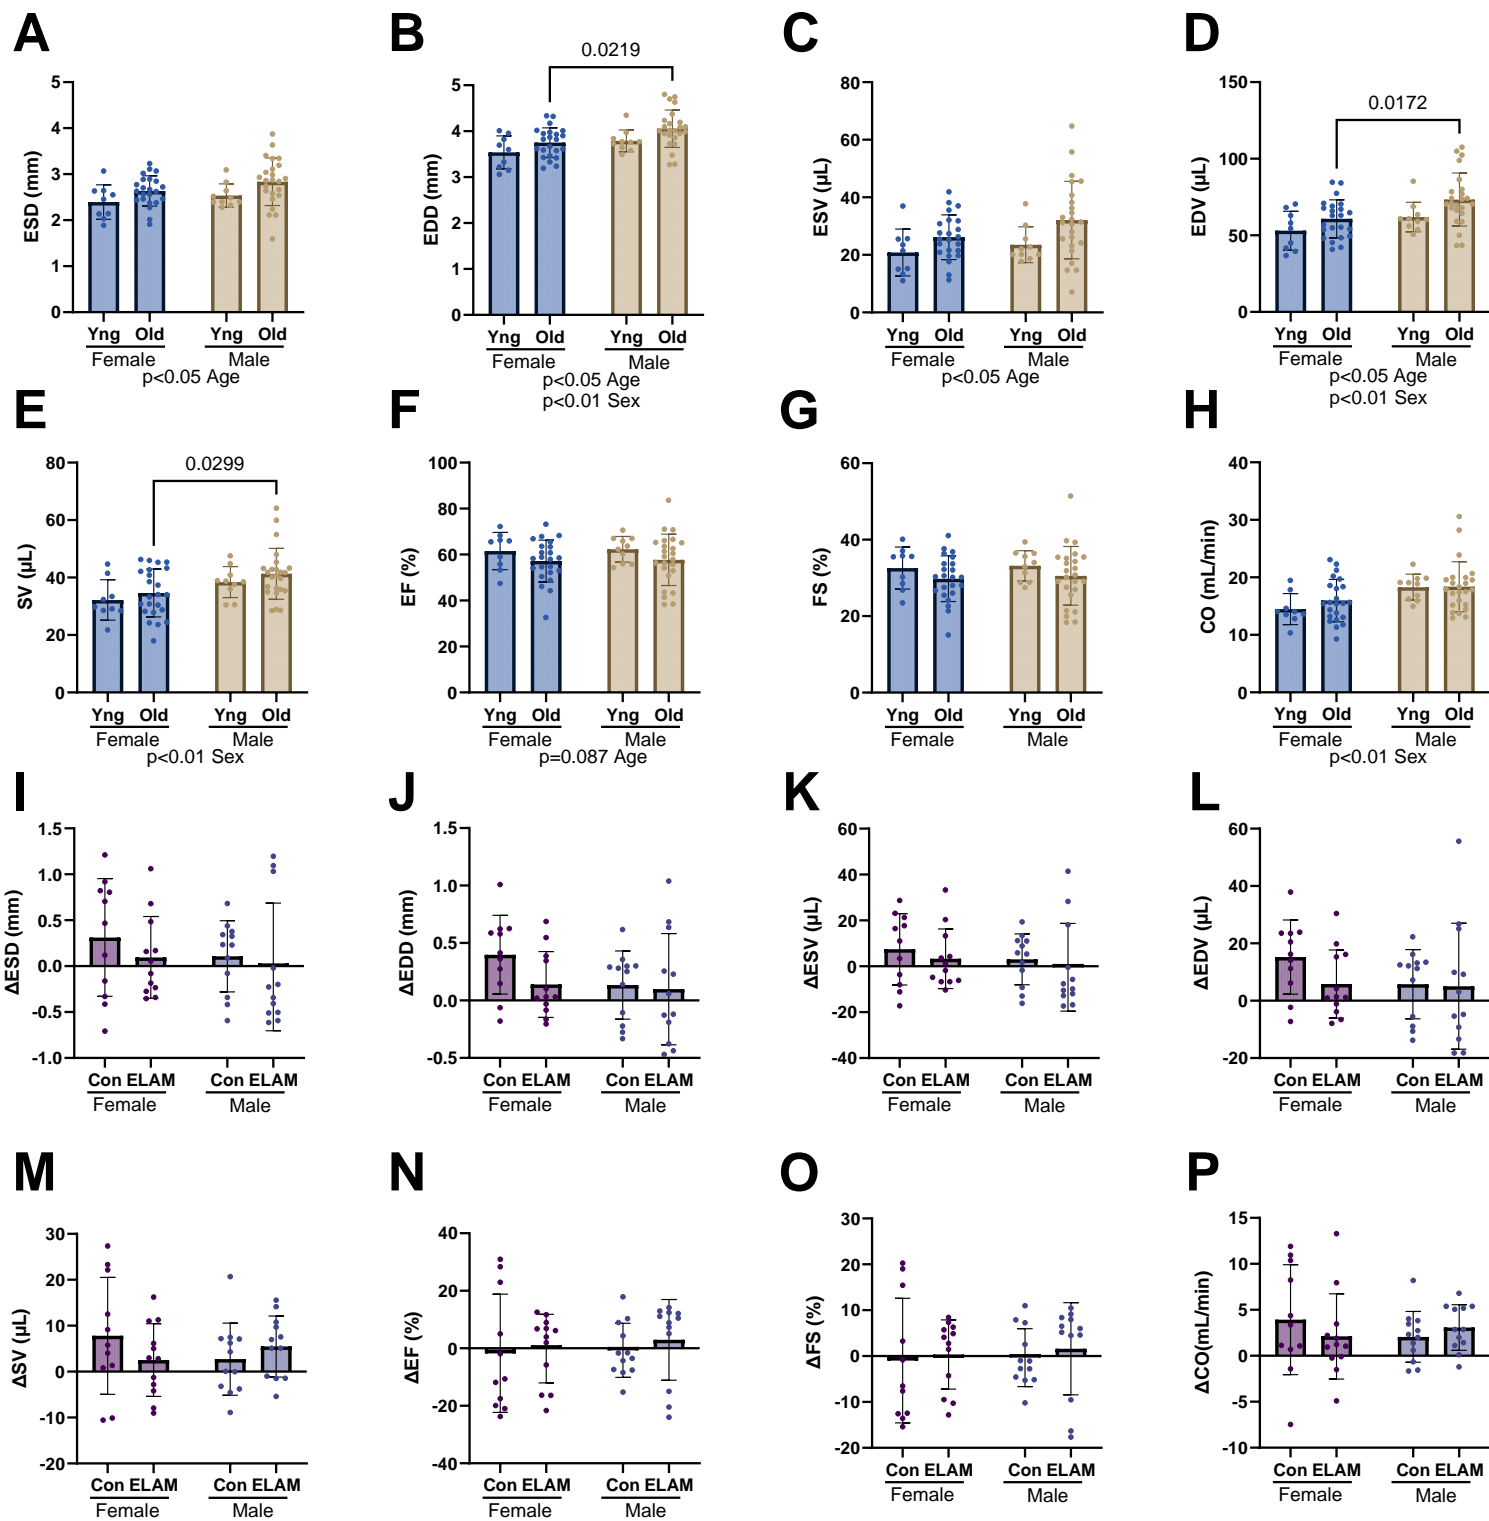

Extended Data Figure 3

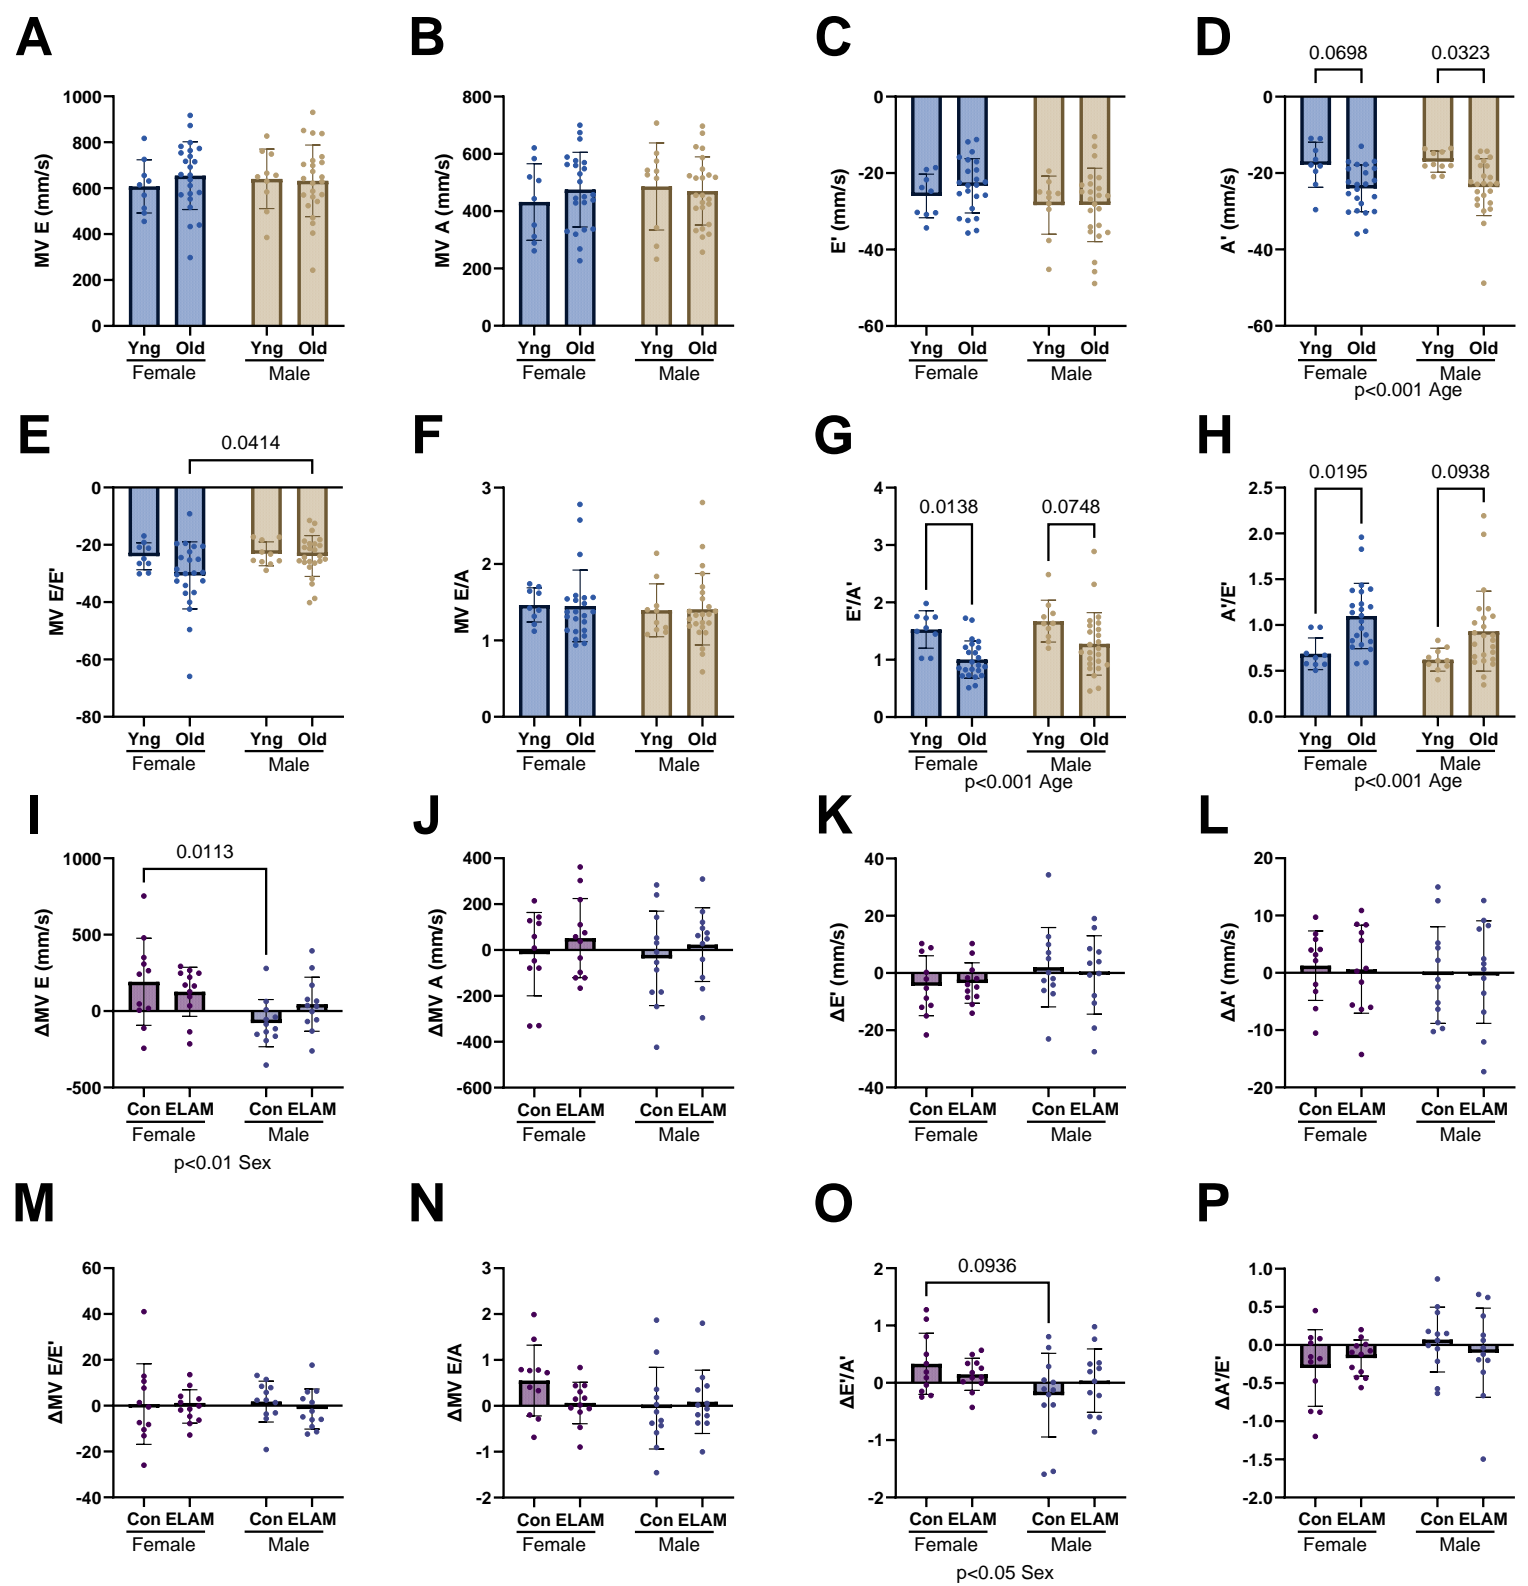

Extended Data Figure 4

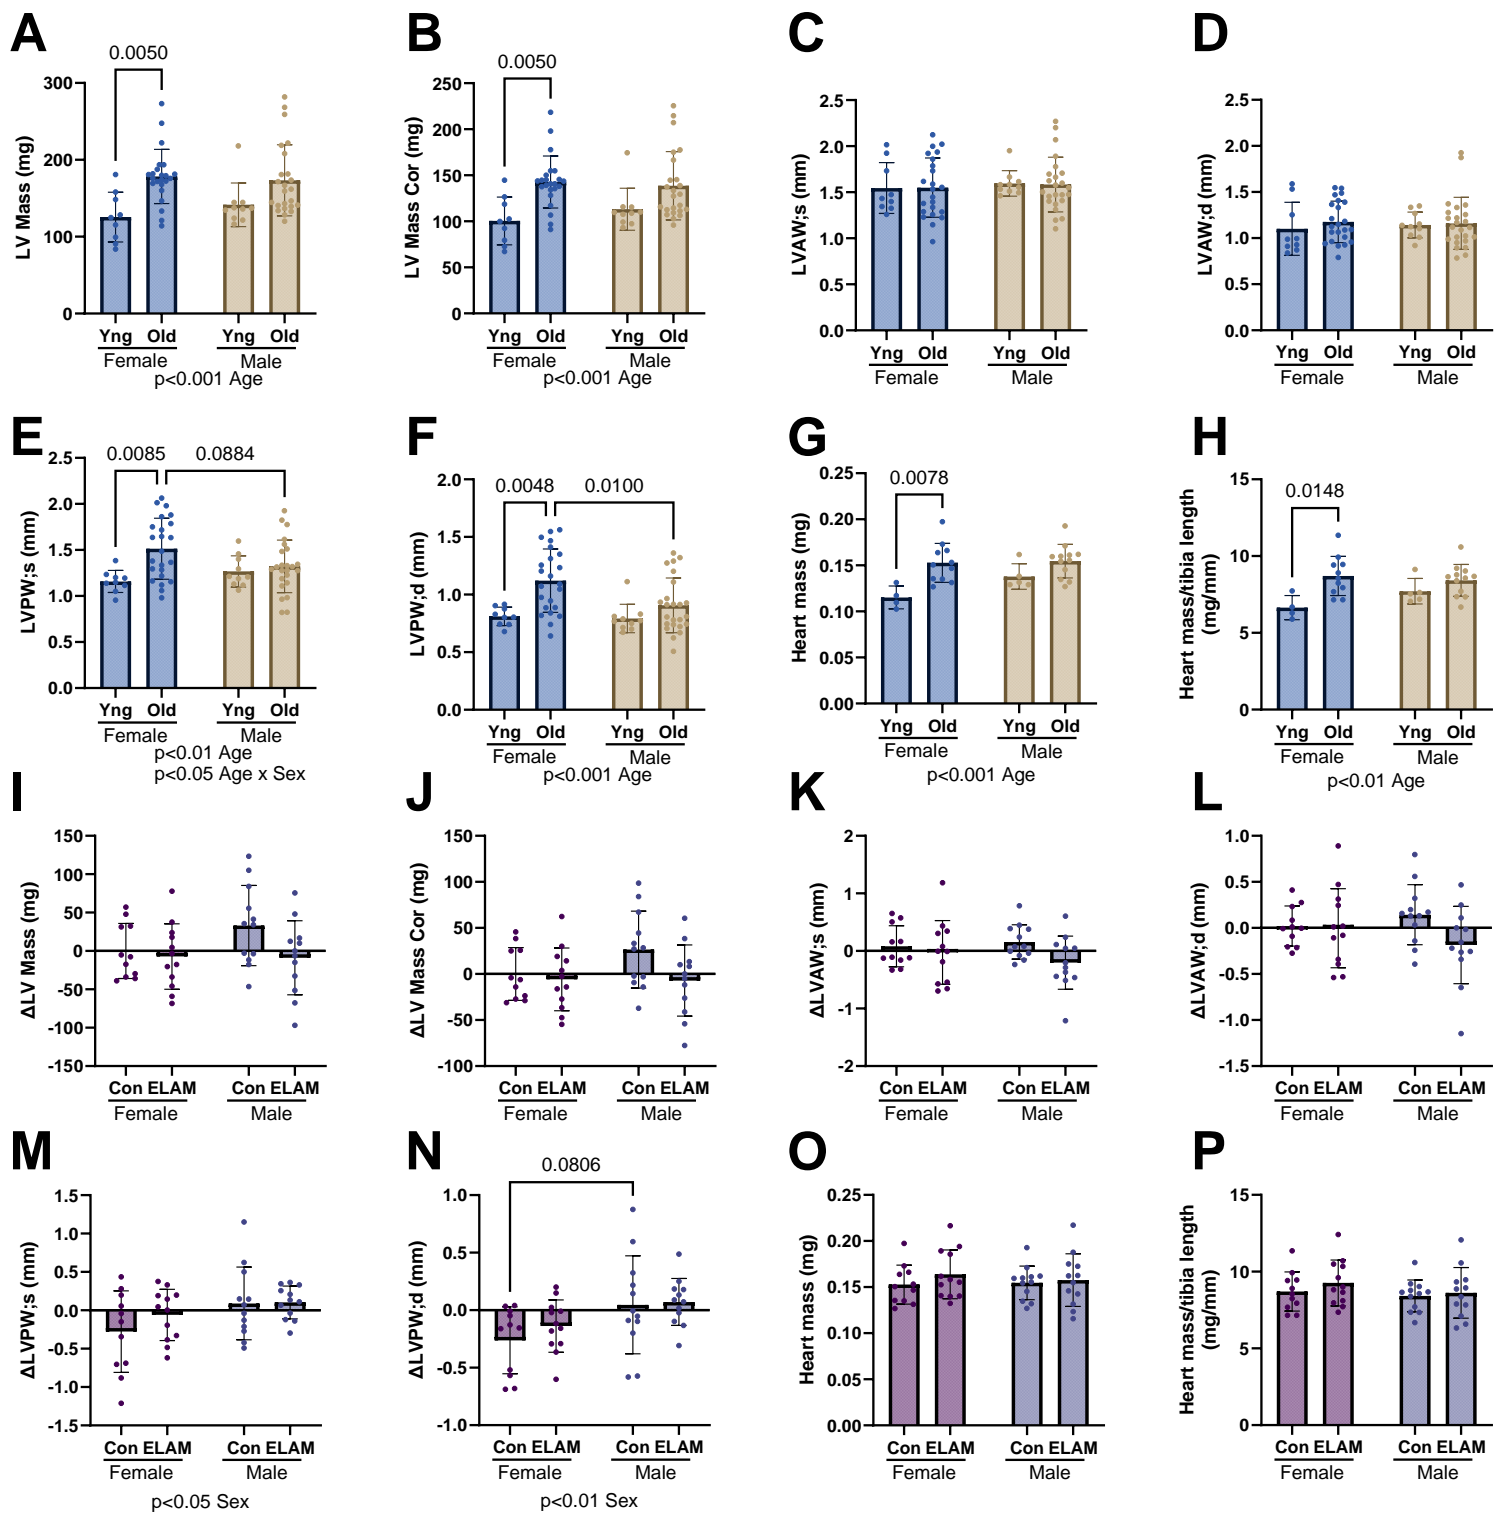

Extended Data Figure 5

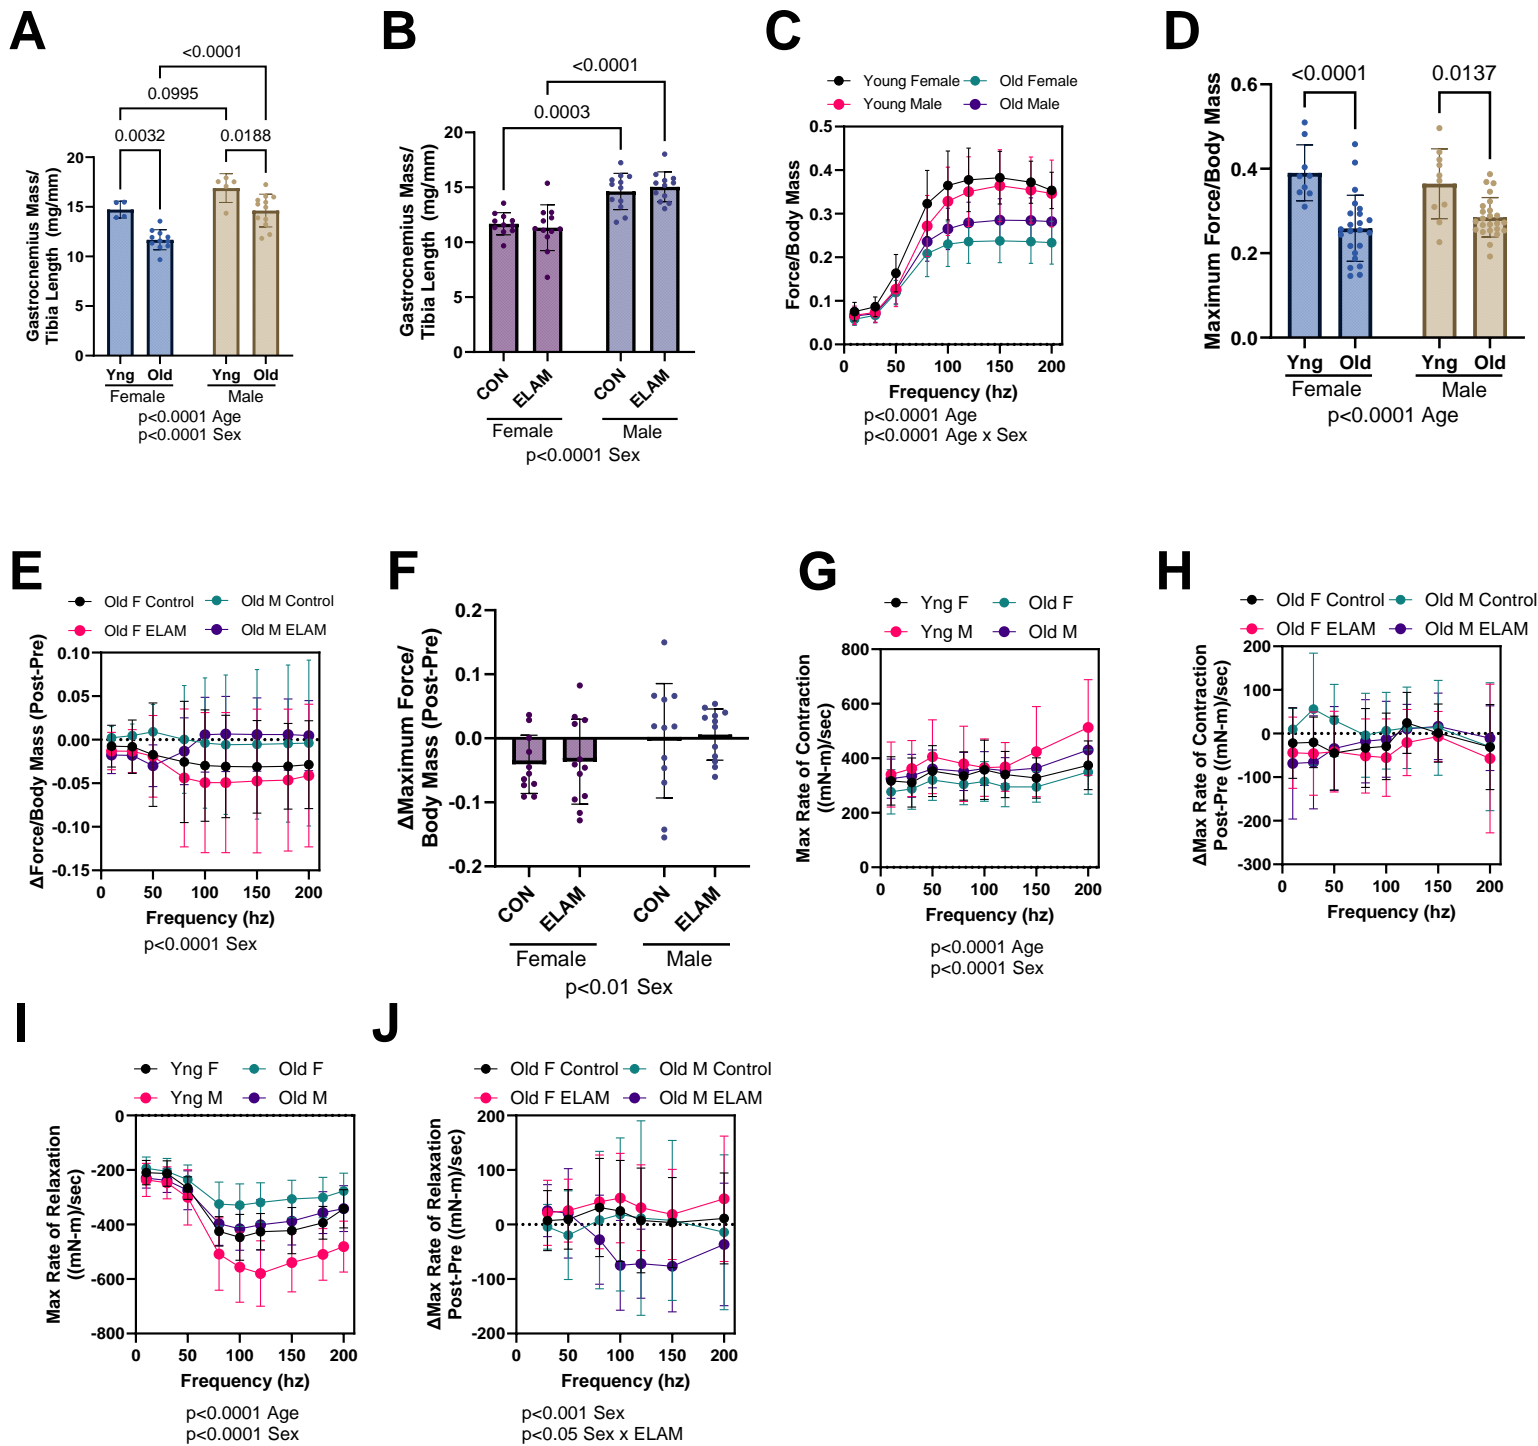

Extended Data Figure 6

**A**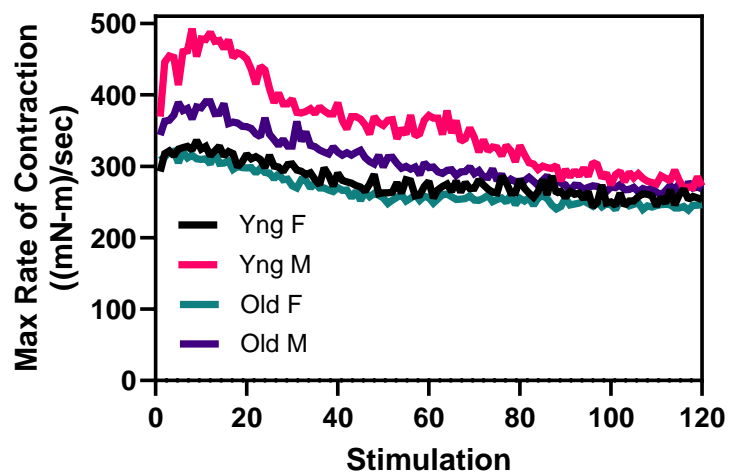

$p < 0.0001$  Age  
 $p < 0.0001$  Sex  
 $p < 0.0001$  Age x Sex

**B**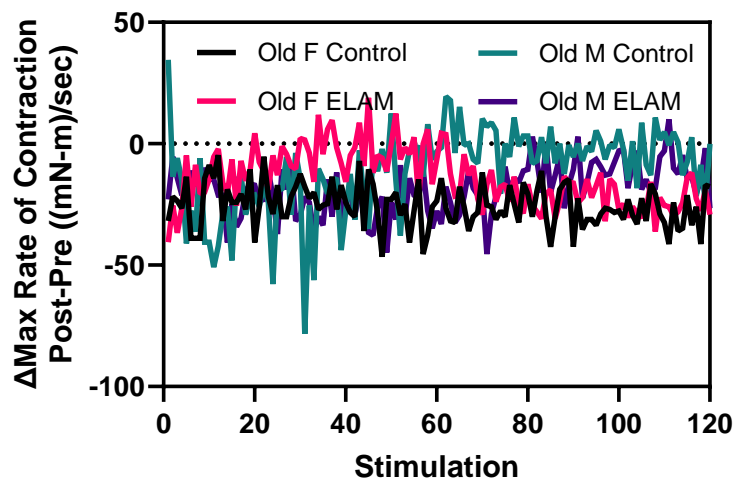

$p < 0.05$  Sex  
 $p < 0.001$  Sex x ELAM

**C**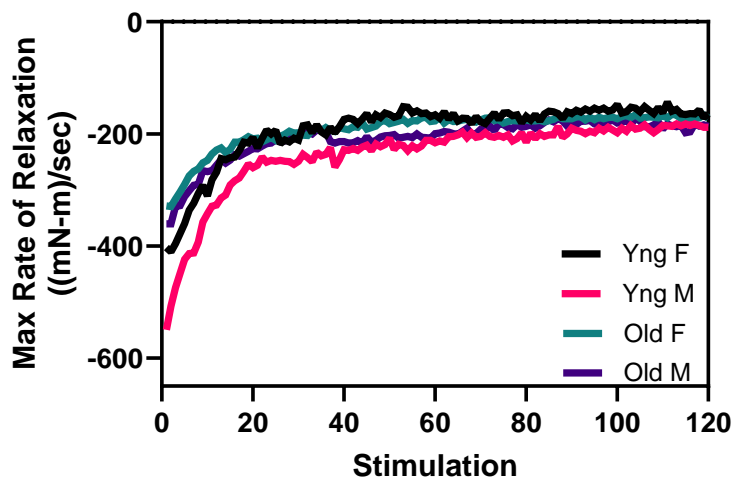

$p < 0.0001$  Age  
 $p < 0.0001$  Sex  
 $p < 0.0001$  Age x Sex

**D**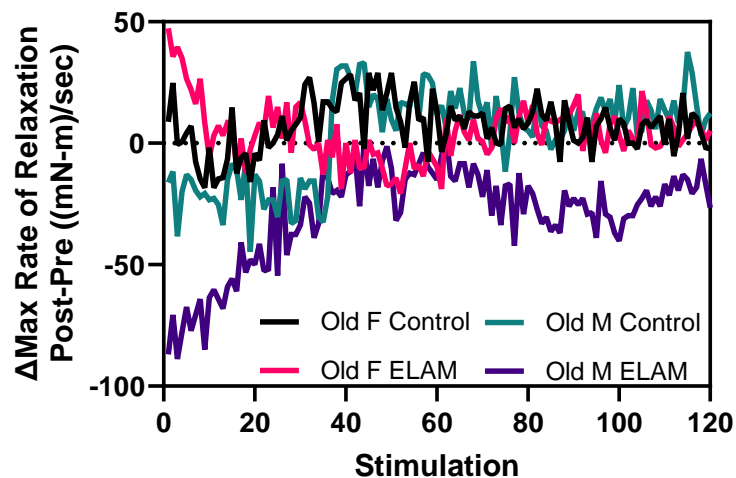

$p < 0.0001$  Sex  
 $p < 0.0001$  ELAM  
 $p < 0.0001$  Sex x ELAM

A

## Correlation - Genes

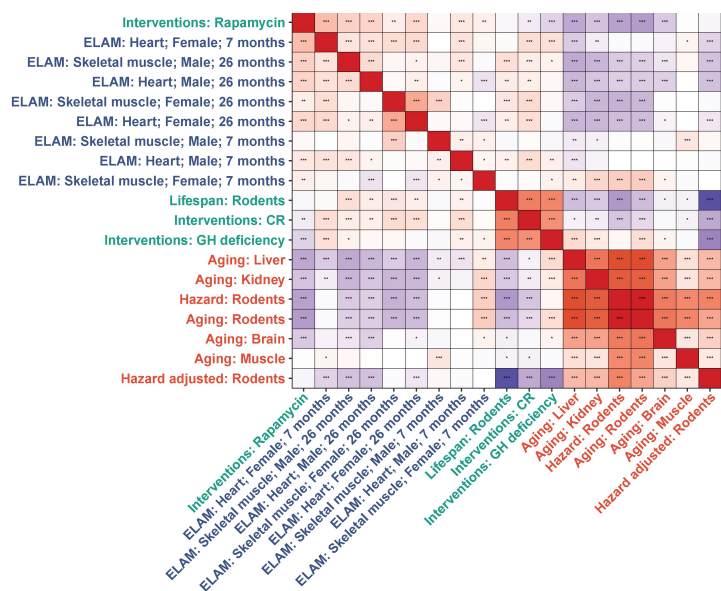

## Correlation - Pathways

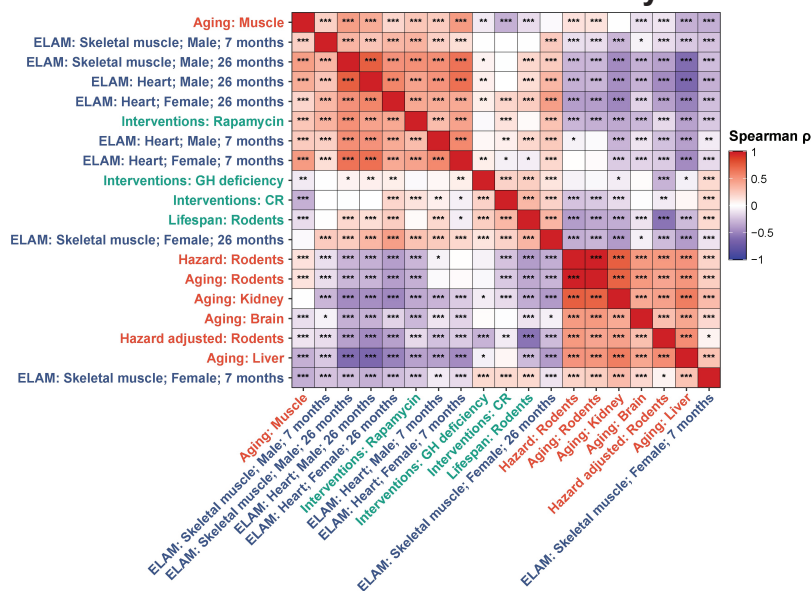

B

## Chronological Clock

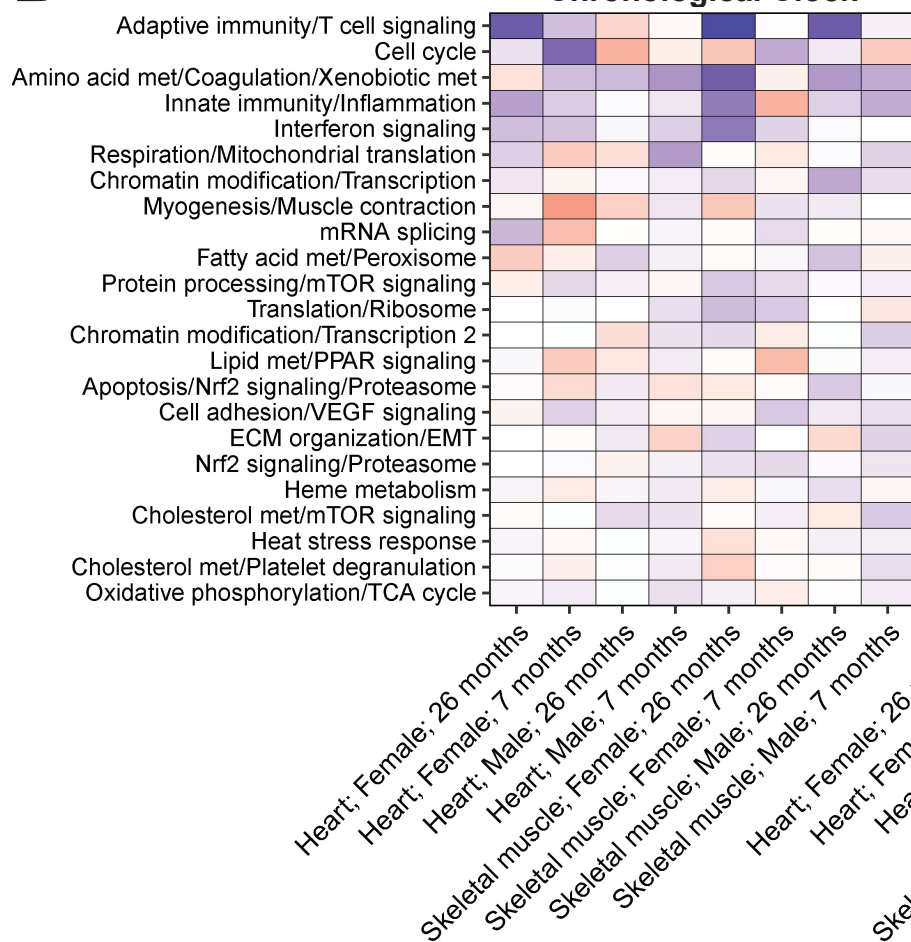

## Mortality Clock

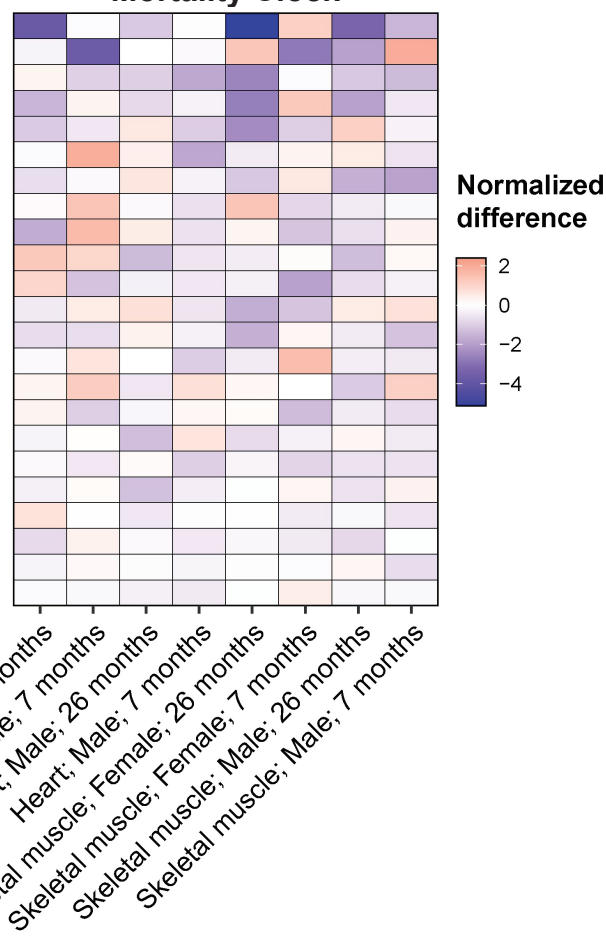

# B

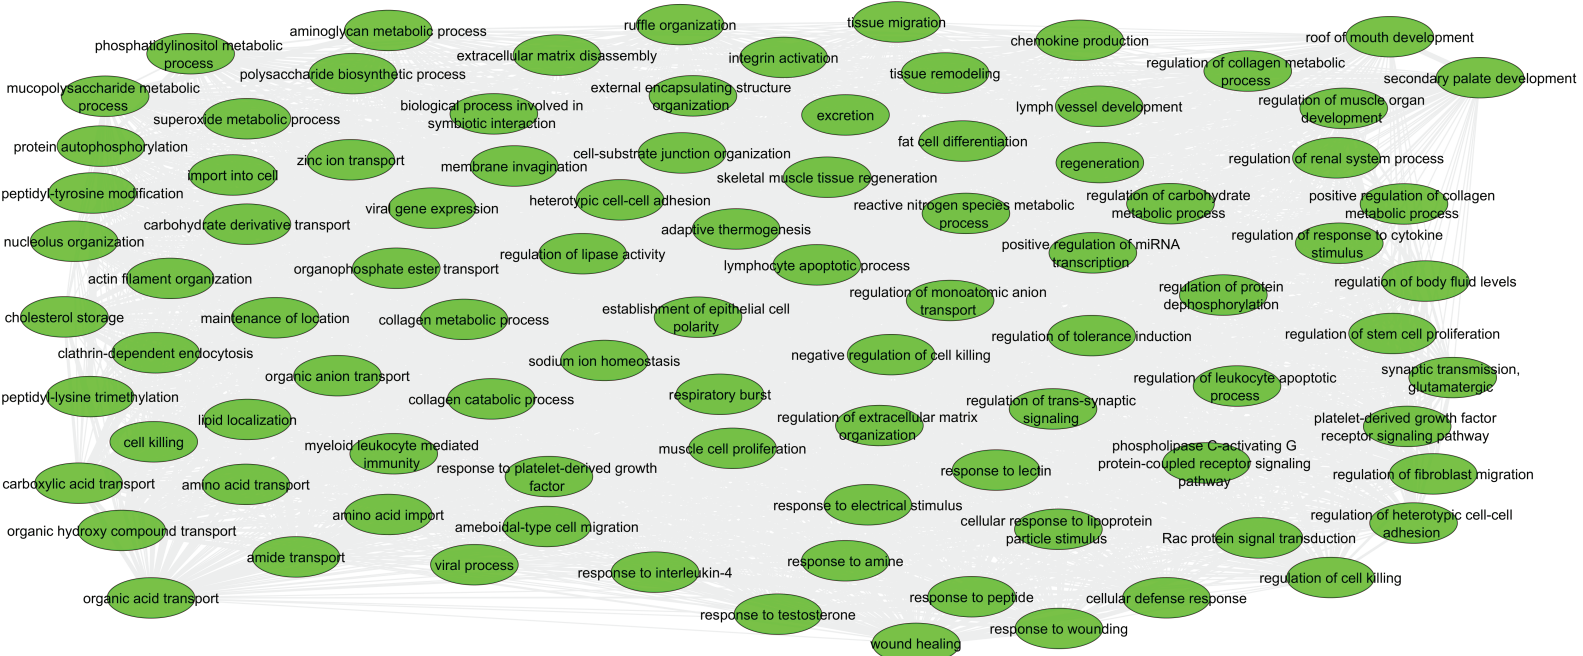

## Extended Data Figure 9

**A**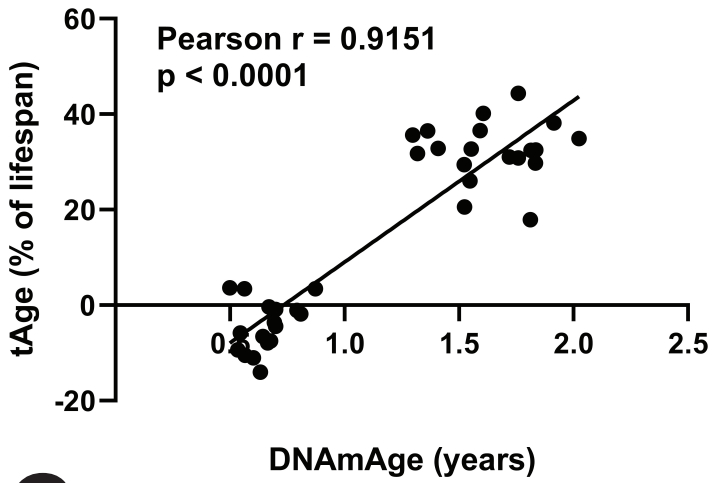**B**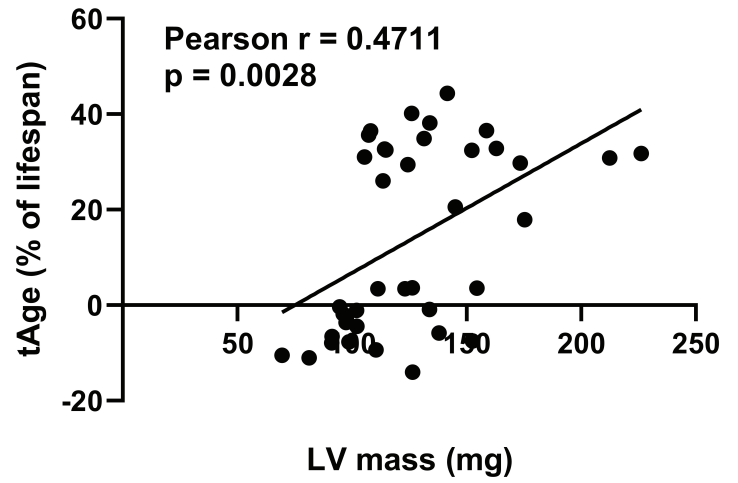**C**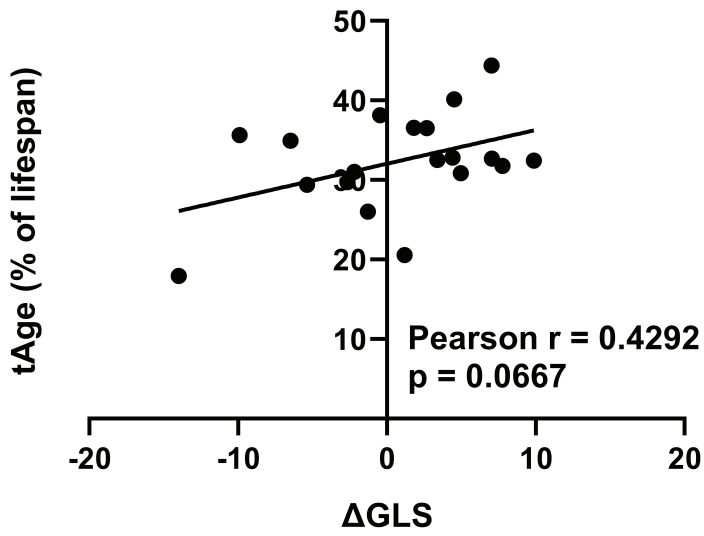**D**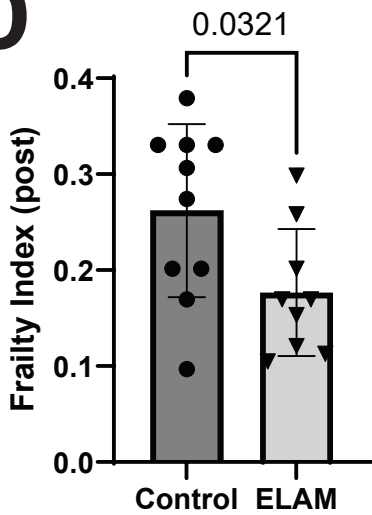**E**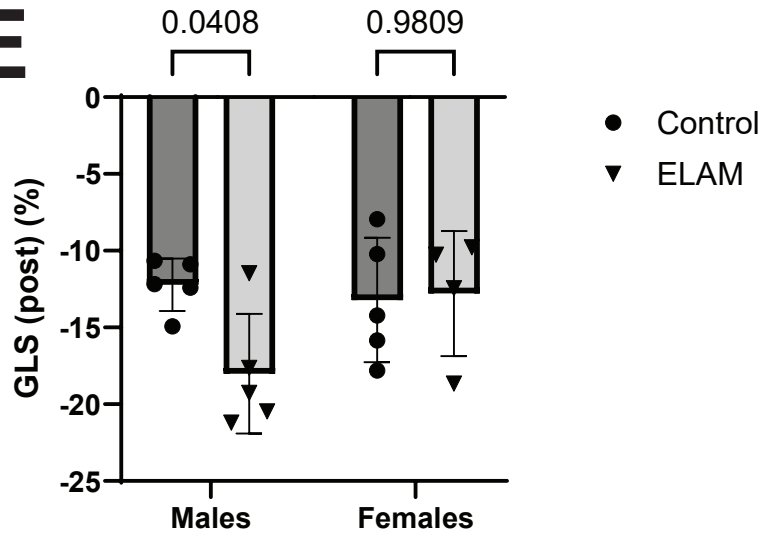

**A**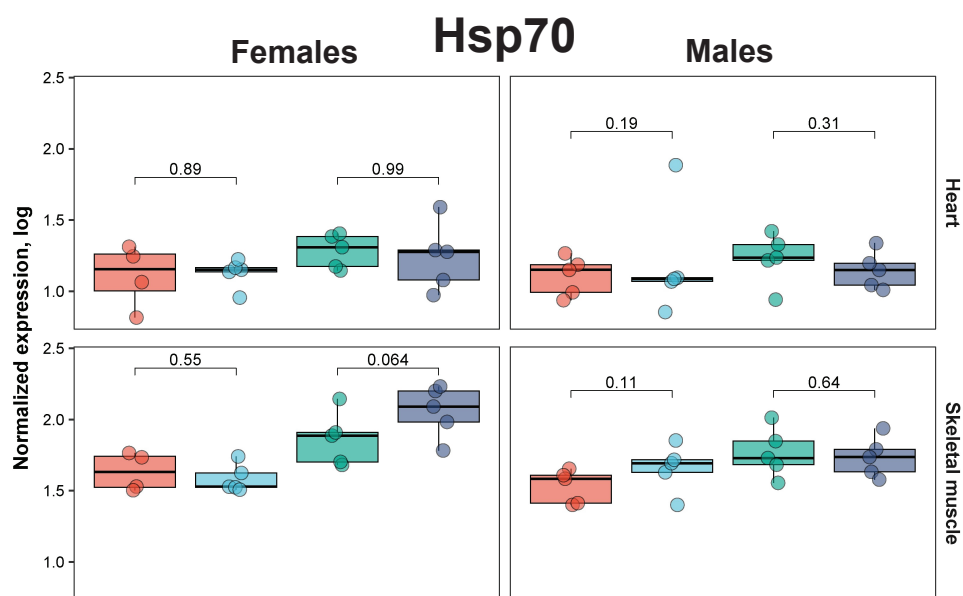**B**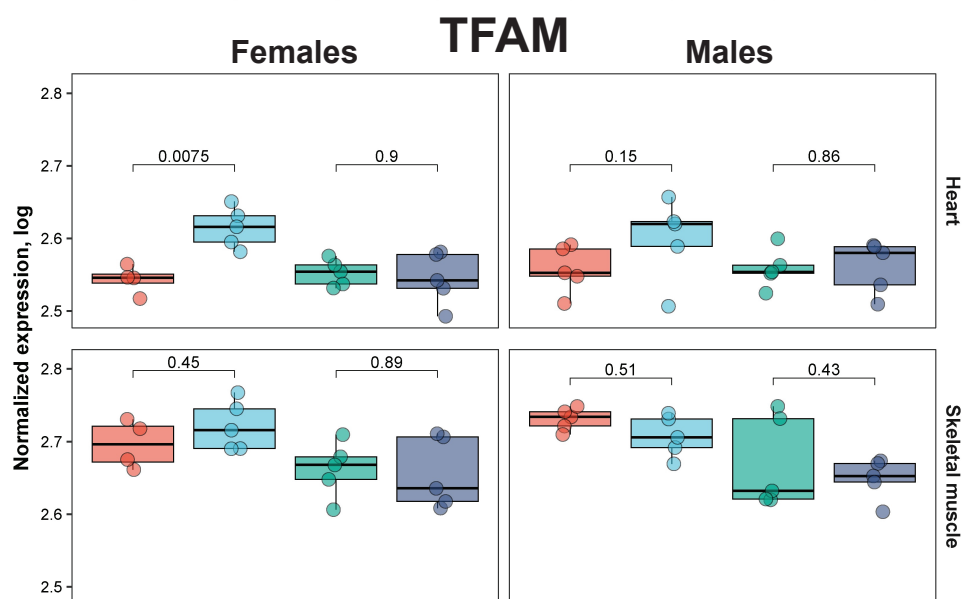**C**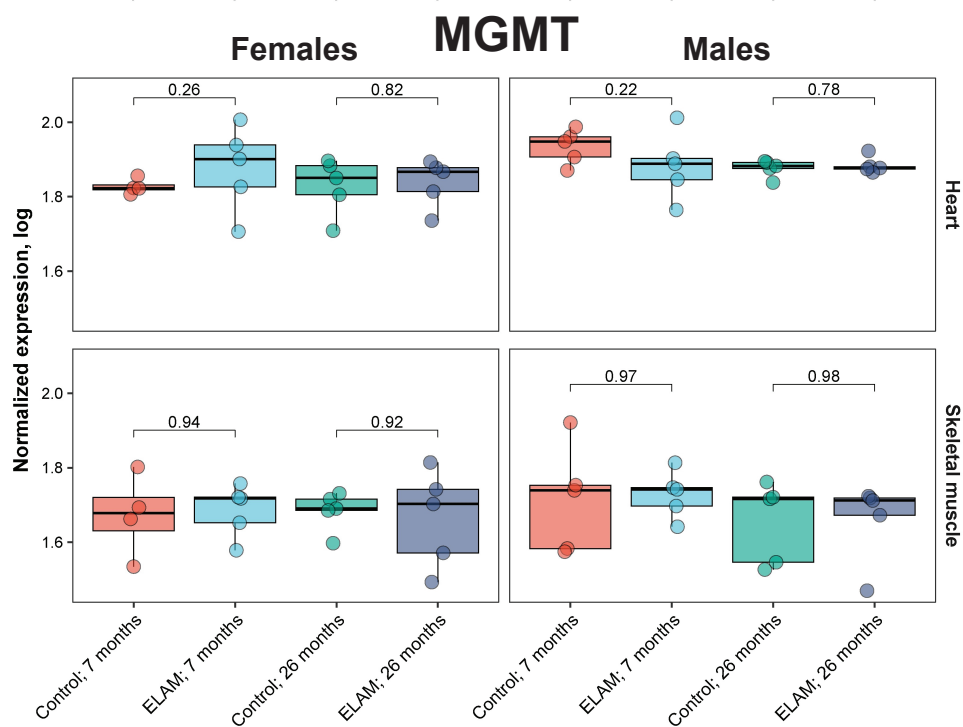

**Supplement:** Supplementary file 1 — Appendix S1.

How the deposited data were processed for this re-analysis (not part of the article)

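mRNA was sequenced from the hearts and gastrocnemius muscles of 39 young or old, female or male mice that received ELAM or vehicle, as 78 libraries in 16 groups. The authors mapped the reads with STAR to the mouse genome and deposited counts of reads per gene for each library, without normalization and with genes of 0 reads still listed. All values reported here start from these counts.

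Genes with at least 10 reads in at least 12.5% of the libraries of a tissue were kept, and library sizes were scaled by the RLE method. For each tissue and sex, a model with 1 coefficient for each of the 4 age and treatment groups was fitted in edgeR 4.0.16 (R 4.3.3). Contrasts were tested with the quasi-likelihood F test: ELAM against control within an age, old against young controls, and the difference of the ELAM effects between ages. A further model over all libraries of a tissue held 1 effect of ELAM and the 4 age and sex groups. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The quasi-likelihood test, the likelihood ratio test and DESeq2 were tested on simulated data with known changes.

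Gene sets were tested with fgsea 1.28.0, for sets of 15 to 500 measured genes, 5000 permutations at the first stage and a smallest p of 1e-06. The sets were the mouse Reactome sets that come with that package, as the Hallmark, KEGG and Gene Ontology collections were not available. Lists of genes for OXPHOS subunits, fatty acid beta-oxidation, TNF-α and NF-κB signaling, the interferon gamma response, and RyR2 and calcium handling were written by hand before the counts were seen, and 12 sets in all were followed by name. The adjusted p of a Reactome set is over the Reactome sets of 1 comparison, and that of a list is over the Reactome sets and the lists together. Set scores and age scores were computed per mouse from log2(normalized count + 1), and compared by two-sided exact permutation over all ways to assign the mice of 2 groups. Principal components were compared by permutation with 100000 resamples. The regroupings counted beside a result used 50 ways of parting the mice of a comparison, of which 16 also part the mice with the same replicate number.

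Genes are named by a rule set in advance. It takes those that the mRNA results of the paper name, and up to 3 in each direction for an ELAM comparison with genes past the threshold. For age it takes up to 2 in each direction per tissue, past the threshold in both sexes with the same sign and with a mean log2 CPM of at least 2. They are chosen by the size of the change among genes without overlap between groups, and Xist, Ddx3y, Myh6 and Actn3 served to check the labels. Alternatives for genes were TMM normalization, DESeq2 1.42.0, edgeR's likelihood ratio test, other filters, blocks, and fits of fewer or more groups. Others were ranking by log2 fold change, cameraPR of limma 3.58.1 with a correlation of 0.01 between genes, a pseudocount of 10, other choices of age genes, and leaving out each mouse. Tables were summarized in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

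The median total count was 31676071 in hearts and 35101807 in skeletal muscles. The published signatures, the transcriptomic clocks, the protein, metabolite and methylation measurements, and the functional tests of the paper were left out, as the counts hold no values for them, apart from the epigenetic ages of the paper's Appendix S3, which were compared with the age score.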

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

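The test of Krt18 with Krt8, the test for a mixture of 2 animals, the test of Tfam without 1 mouse and the exact test of the age difference in Tfam were chosen only after the result was seen.

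The sex genes of 2 mice go against their labels, a signal in genes that the paper does not discuss. The mouse labelled young female ELAM replicate 4 had 3141 reads of Ddx3y in its heart and 2839 in its skeletal muscle, and the mouse labelled young male ELAM replicate 5 had 12149 reads of Xist in its heart and 3997 in its skeletal muscle. Autosomal genes that differ between young control females and males (295 in hearts, 208 in skeletal muscles) gave a score that is positive in males. It was 0.264 in the heart and 0.317 in the skeletal muscle of the first mouse, and -0.0494 and -0.614 in those of the second. The other female ELAM mice ran from -0.381 to -0.152 in hearts and from -0.790 to -0.660 in skeletal muscles, and the other male ELAM mice from 0.457 to 0.594 and from 0.606 to 0.946. In 4 of 4 libraries the score had the sign of the other sex, although all 4 lie between the ranges of the 2 sexes. RNA of 2 mice in 1 library would bring reads of Xist and of the Y chromosome together, and the highest Xist count of the first mouse was 32, while the second had 0 reads of each Y chromosome gene, which goes against a mixture. A candidate explanation is that the labels of sex, or of the mice, are wrong for both animals. Whether the 2 mice were exchanged, and what treatment each received, cannot be told from the counts, and no biological explanation was tested. Both are labelled ELAM, so an exchange between these 2 mice alone would leave their treatment as labelled.

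Among 184 groups of 4 or 5 mice tested for a mouse far from the others, 9 were found, and chance gives about 9.2. The values are given for completeness. The age score of the skeletal muscle of young female control replicate 2 was -1.18, with the others from -0.966 to -0.955. In the heart of young male ELAM replicate 4, the normalized count of Hspa1a was 258 (others 21.0 to 38.9) and that of Hspa1b 414 (others 62.9 to 78.6). The heart of old male ELAM replicate 3 had 184 for Hspa1b (others 56.9 to 77.2). Adnp was 24.2 in the heart of young female ELAM replicate 1 (others 59.1 to 68.5), and Dbp was 1349 in the heart of old female control replicate 5 (others 204 to 519). In skeletal muscles, Krt18 was 1514 in old male control replicate 1 (others 60.1 to 394) and Aldh1l2 was 165 in old female control replicate 2 (others 96.1 to 109.5). The score of the TNF-α list was 0.218 in the skeletal muscle of young female ELAM replicate 5 (others -0.511 to -0.336). Hspa1a and Hspa1b are high together in 1 heart, and the 2 genes are near-identical copies, so that the 2 values may not be independent. No biological explanation was tested for these 9 values.

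The effect of ELAM on the mRNA splicing score differed between the hearts and skeletal muscles of young females by 0.659 (two-sided exact permutation test, p = 0.0079, the smallest possible). It was 1 of 40 such tests of a difference between tissues, and the adjusted p was 0.317. No single test at the smallest possible p could pass over 40 tests, so that the adjustment does not decide the matter. Without the mouse labelled female that has male sex genes the difference was 0.712 (exact p = 0.0286), so that this mouse does not account for it. Whether it arose by chance among the 40 tests is left open.

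The effect of ELAM on Tfam differed between old and young female hearts by -0.26 on the log2 scale. An exact permutation of treatment within each age gave p = 0.0217 (two-sided), after the interaction term of edgeR's quasi-likelihood fit had given p = 0.013. It was 1 of 16 such tests. Without the mouse labelled young female that has male sex genes, the p of the ELAM effect in young female hearts was 0.00093 in edgeR's quasi-likelihood test, so that this mouse does not account for that effect. The difference between ages was not adjusted, and chance among 16 tests remains.

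Some genes that the paper does not discuss differed between old and young controls. In hearts, Serpina3n rose by 2.67 in females and 1.69 in males on the log2 scale, and C4b by 2.04 and 2.01. Dbp fell by 2.38 in females and fell by 1.16 in males, and Per3 fell by 1.66 in females and fell by 1.33 in males. In skeletal muscles, Krt18 rose by 5.58 in females and 4.87 in males and Rrad by 3.83 and 2.25, while Aldh1l2 fell by 1.29 in females and fell by 0.59 in males. All had an adjusted p under 0.05 in both sexes, without overlap between old and young controls. Dbp and Per3 belong to the circadian clock, and the time of day of collection may differ between mice. Over the 39 mice, the deviation of Dbp from its group mean in the heart followed that in the skeletal muscle of the same mouse (Pearson's r 0.836, permutation p = 1.0e-04, the smallest that 10000 resamples give). Spearman's rho was 0.584 (permutation p = 0.0028), and r was 0.761 without the 2 farthest mice. For the clock genes Per3 and Npas2 r was 0.743 and 0.552, while for Nr1d1, also of the clock, it was 0.195 (permutation p = 0.226). A difference in the time of collection is a candidate explanation that 3 of these 4 genes leave open, and it cannot be told apart from age. Other clock genes moved in old hearts too. Arntl rose by 1.54 in females and 1.79 in males, and Npas2 by 1.16 and 1.30, while Tef and Hlf fell (adjusted p under 0.05 in both sexes). Per1 and Per2 did not pass in either sex. The age genes of hearts and the age score built on them may hold such a difference. For Krt18, RNA from epithelium was weighed with Cdh1 and Krt19, genes listed only after the rise of Krt18 was seen, over the 10 old control muscles. Spearman's rho was -0.115 (permutation p = 0.757) and Pearson's r 0.0409 (p = 0.909). These 2 genes had only 10 to 80 reads in each muscle, and Krt8, a keratin outside the list, followed Krt18 (Spearman's rho 0.879, permutation p = 0.0020), so that RNA from epithelium is not ruled out. Serpina3n, C4b, Rrad and Aldh1l2 kept their direction in each of 9 alternatives, TMM normalization among them, and other technical explanations were not tested for them. With each mouse left out in turn, Rrad stayed past the threshold in 3 of 9 female and 5 of 10 male fits. Aldh1l2 did in 3 of 9 and 3 of 10, and Serpina3n in 5 of 9 and 10 of 10. C4b did in 9 of 9 and 10 of 10.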

How the results depend on the processing

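Alternatives to the processing were chosen before the data were examined, apart from 2 that were added afterwards: the quasi-likelihood method without its legacy option, and the fits without the 2 mice whose sex genes go against their labels. The legacy method of edgeR 3, which had been chosen as an alternative, is the default of the installed version and so gives no separate value. The replicate number was also used as a block, although mice with the same number are different animals: over 27 to 30 pairs of a tissue and sex, the deviations from the group means correlated at -0.011, -0.0095, 0.011 and 0.035.

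Over these settings, and not counting the fits that each left out 1 mouse, 126 of 178 counts of genes stayed within 1.5 times the reported count and 52 did not. So did 49 of 64 counts of Reactome sets (15 did not) and 46 of 56 counts of named sets (10 did not). The difference between ages on principal component 1 kept its direction and stayed past the threshold in 12 of 12 values. The log2 fold changes of the 20 results for genes named because they passed the threshold kept their direction in all 201 values and no longer passed in 19. For Tfam, Mgmt, Hspa1a, Hspa1b and Ryr2, 3 values no longer passed, 1 newly passed and 7 reversed, and the others kept direction and side of the threshold. Of the 48 enrichment scores past the threshold, 296 of 336 values stayed so, 38 no longer passed and 2 reversed. Of the 48 scores not past it, 281 of 336 values stayed so, 11 newly passed and 44 reversed. The 10 set scores printed per mouse were chosen for printing after their counts were seen, and all 10 values kept direction and side. Over all 80 such scores 76 values did, and 4 reversed. The correlation with the age effect moved by less than 1 SD over regroupings of the mice in 32 of 40 values, by more in 4, and reversed in 4. The age score kept its direction and side in 34 of 36 values, newly passed in 1 and reversed in 1.

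The values that did not keep direction or side, and the counts that left 1.5 times the reported count, were as follows (muscles are skeletal muscles), and apart from the simulation below the cause was not tested except where another part gives a test. In simulated data with known changes, false calls were 11 of 156 with the quasi-likelihood test, 24 of 179 with the likelihood ratio test and 25 of 178 with DESeq2 in hearts, and the false calls numbered 7, 29 and 32 in skeletal muscles.

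With DESeq2's Wald test, the number of genes that passed for ELAM was 118 in young female hearts, 1 in old female hearts, 61 in young male hearts, 2 in young female muscles, 4 in young male muscles, 1 in old male muscles and 290 in all hearts. For the ELAM by age interaction it was 1 in female hearts and 1 in female muscles. For age it was 231 in female muscles and 620 in male muscles. The log2 fold change reversed for Hspa1a with ELAM (-4.9e-05 in old female hearts). With edgeR's likelihood ratio test, the number of genes that passed for ELAM was 55 in young female hearts, 3 in old female hearts, 31 in young male hearts, 18 in young female muscles, 5 in young male muscles, 5 in old male muscles and 99 in all hearts. For the ELAM by age interaction it was 1 in female hearts. With age it was 205 in female muscles and 455 in male muscles. Named sets called numbered 2 in young male muscles. The NES changed sign for the RyR2 list (-1.01 in young female hearts), mRNA splicing (-0.79 in young male hearts) and interleukin signaling (0.73 in young male muscles).

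With no filter on low counts, the number of genes that passed for ELAM was 48 in young female hearts, 4 in old female hearts, 28 in young male hearts, 14 in old male hearts, 1 in old male muscles, 29 in all hearts and 5 in all muscles. Between ages it was 60 in female muscles. With at least 10 reads required in every library, the number of genes that passed for ELAM was 1 in young female hearts and 92 in all hearts. For age it was 9 in female muscles. Reactome sets called numbered 34 in old female hearts and 23 in young male muscles. With the replicate number as a block, the number of genes that passed for ELAM was 5 in young female hearts and 14 in young male hearts. With age it was 2 in female muscles. The NES changed sign for interleukin signaling (0.90 in young female hearts), mRNA splicing (-0.88 in young male hearts), the RyR2 list (-0.66 in young female muscles) and matrix organization (-1.26 in young female muscles). It did so for interferon gamma signaling (-0.86 in young male muscles) and the interferon gamma list (-0.84 in old male hearts, -0.91 in young female muscles). The log2 fold change reversed for Hspa1a with ELAM (0.039 in young female hearts, -0.088 in old female hearts) and Mgmt with age (-0.036 in female hearts).

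With the animal ID prefix as a block, the number of genes that passed for ELAM was 1 in young female hearts, 1 in young male hearts and 0 in all hearts (1855 at an unadjusted p under 0.05). Reactome sets called numbered 62 in young male hearts and 17 in young male muscles. Named sets called numbered 5 in young female muscles and 2 in young male muscles. The NES changed sign for the RyR2 list (-0.96 in young female hearts, -0.74 in young male hearts), fatty acid metabolism (-1.11 in old female hearts, -0.78 in young female muscles), interferon gamma signaling (1.10 in young male hearts) and mRNA splicing (-0.78 in young male hearts, -0.85 in young male muscles). It did so for interleukin signaling (0.91 in young male muscles) and the interferon gamma list (1.35 in young male hearts, 1.04 in young male muscles). The log2 fold change reversed for Hspa1a with ELAM (0.078 in young female hearts) and Mgmt with ELAM (-0.022 in old female hearts).

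With a fit of only the 2 groups compared, the number of genes that passed for ELAM was 1 in young female hearts. For age it was 2474 in female hearts, 0 in female muscles (2063 at an unadjusted p under 0.05) and 97 in male muscles. With a fit of all 8 groups of the tissue, the number of genes that passed for ELAM was 48 in young female hearts, 1 in young male hearts and 28 in young female muscles. With age it was 261 in female muscles and 89 in male muscles. Without the 2 mice whose sex genes go against their labels, the number of genes that passed for ELAM was 1 in young female hearts, 67 in young male hearts and 314 in all hearts. Reactome sets called numbered 170 in young male hearts. Named sets called numbered 5 in young female muscles. The NES changed sign for the TNF-α list (0.77 in young female hearts), interleukin signaling (0.74 in young female hearts, 0.96 in young male hearts), mRNA splicing (-1.35 in young male hearts, -1.00 in young male muscles) and the OXPHOS list (-0.60 in young male muscles). It did so for interferon gamma signaling (-1.08 in young male muscles) and the beta-oxidation list (0.60 in young female muscles). With the quasi-likelihood method without its legacy option, the number of genes that passed for age was 21 in female muscles. For ELAM it was 88 in all hearts.

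With genes ranked by log2 fold change, the number of Reactome sets called was 47 in young female hearts, 24 in old female hearts, 37 in young male hearts, 9 in old male hearts, 23 in old female muscles, 2 in young male muscles and 32 in old male muscles. Named sets called numbered 2 in old male hearts, 1 in young female muscles, 2 in old female muscles and 2 in old male muscles. The NES changed sign for the RyR2 list (-1.87 in young female hearts), mRNA splicing (-0.41 in young male hearts, -0.42 in old male hearts, -0.46 in young male muscles, 0.45 in old male muscles), fatty acid metabolism (-0.47 in old male hearts) and interleukin signaling (0.91 in young female muscles, 1.36 in young male muscles). It did so for the TNF-α list (-0.85 in old female muscles), the OXPHOS list (-0.44 in young male muscles) and the beta-oxidation list (-0.73 in young female hearts).

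With cameraPR, whose score is a signed -log10 p on another scale, the number of Reactome sets called was 58 in young male hearts, 23 in old female muscles and 5 in young male muscles. Named sets called numbered 4 in old male hearts and 0 in young male muscles. The score changed sign for mRNA splicing (-0.16 in young male hearts, 0.023 in old male muscles), interleukin signaling (0.068 in young female muscles, 0.0055 in young male muscles), the OXPHOS list (-0.018 in young male muscles) and the RyR2 list (0.011 in old male muscles). With TMM normalization, the NES changed sign for the OXPHOS list (-0.50 in young male muscles). The log2 fold change reversed for Hspa1a with ELAM (-4.7e-05 in old female hearts). With the age effect of the same sex, which shares the control mice, the correlation with the age effect was 0.037 in young female hearts, 0.11 in young male hearts, -0.39 in old male hearts, 0.38 in young female muscles, -0.16 in old female muscles, 0.28 in young male muscles and -0.50 in old male muscles. With log2 fold changes in place of signed -log10 p-values, the correlation with the age effect was -0.0098 in young male muscles. With age genes of the same sex and the other tissue, the age score difference with ELAM was 0.981 in young female hearts. With the 500 genes with the smallest p for age, the age score difference with ELAM was -0.433 in old male muscles.

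Leaving out each mouse in turn kept 82 of 116 counts of genes within 1.5 times the reported count, 53 of 78 counts of Reactome sets and 65 of 78 counts of named sets. The genes named because they passed kept their direction in all 191 such fits and no longer passed in 41. For the 5 genes the paper names, 205 of 252 values stayed the same in direction and side, 6 no longer passed, 8 newly passed and 33 reversed. Enrichment scores past the threshold stayed so in 414 of 469 values, with 51 that no longer passed and 4 reversed, and those not past it stayed so in 325 of 467, with 50 that newly passed and 92 reversed. Of the 98 values for the printed set scores 79 stayed the same, 14 no longer passed and 5 newly passed, and over all 80 scores 681 of 780 values did, with 14, 15 and 70 that no longer passed, newly passed and reversed. The correlation with the age effect kept its sign in 72 of 78 fits, and the age score kept direction and side in 107 of 116, with 3 that newly passed and 6 reversed.

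Over the fits that each left out 1 mouse, the ranges of the results with a changed value were these. The genes that passed for ELAM ran from 0 to 5 in young female hearts, from 3 to 67 in young male hearts and from 0 to 2 in old male muscles. The genes that passed for age ran from 707 to 1585 in female hearts, from 0 to 13 in female muscles and from 62 to 284 in male muscles. The Reactome sets called ran from 38 to 96 in old female hearts, from 56 to 170 in young male hearts, from 99 to 194 in old male hearts and from 0 to 78 in young female muscles. They ran from 17 to 79 in old female muscles, from 1 to 139 in young male muscles and from 39 to 213 in old male muscles. The named sets called ran from 1 to 7 in young female muscles, from 3 to 8 in old female muscles, from 0 to 4 in young male muscles and from 2 to 7 in old male muscles. The correlation with the age effect ran from -0.10 to 0.083 in young female muscles, from -0.080 to 0.15 in old female muscles and from -0.0047 to 0.071 in young male muscles. The age score difference with ELAM ran from -0.602 to -0.313 in young male hearts, from -0.152 to 0.143 in young female muscles, from -0.397 to 0.273 in old female muscles and from -1.20 to -0.726 in old male muscles.

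The NES had these ranges over the same fits. The RyR2 list ran from -1.01 to 1.34 in young female hearts, from -1.00 to 1.56 in young male hearts, from -0.79 to 1.01 in young female muscles and from -1.36 to 1.30 in old female muscles. The RyR2 list ran from -1.35 to 0.81 in old male muscles. The TNF-α list ran from -1.32 to 0.77 in young female hearts, from -1.12 to 1.70 in young female muscles and from -1.11 to 1.68 in old female muscles. Fatty acid metabolism ran from -1.42 to 1.00 in young female hearts, from -0.93 to 1.33 in old female hearts, from -1.00 to 1.43 in old male hearts and from -1.09 to 1.18 in young female muscles. Fatty acid metabolism ran from -1.07 to 1.12 in young male muscles. Interleukin signaling ran from -0.99 to 0.79 in young female hearts, from -1.04 to 0.96 in young male hearts, from -1.10 to 0.96 in young female muscles and from -0.92 to 0.91 in young male muscles. Interferon gamma signaling ran from -1.17 to 0.77 in young male hearts, from -2.06 to 1.07 in old male hearts and from -1.08 to 1.30 in young male muscles. The mRNA splicing set ran from -1.35 to 0.90 in young male hearts, from -1.00 to 1.51 in young male muscles and from -1.17 to 1.06 in old male muscles. Matrix organization ran from -1.90 to 1.51 in young female muscles, from -1.61 to 0.93 in old female muscles and from -2.21 to 0.82 in young male muscles. The OXPHOS list ran from -1.69 to 2.06 in young male muscles. Respiratory electron transport ran from -2.07 to 1.71 in young male muscles. The beta-oxidation list ran from -0.97 to 2.11 in young female hearts, from -1.82 to 1.52 in young female muscles and from -1.40 to 0.71 in old male muscles. The interferon gamma list ran from -1.40 to 0.67 in young male hearts, from -2.38 to 1.93 in old male hearts, from -1.29 to 1.29 in young female muscles and from -2.80 to 0.84 in old female muscles. The interferon gamma list ran from -1.66 to 1.05 in young male muscles and from -1.60 to 1.23 in old male muscles.

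The log2 fold changes had these ranges over the same fits. Hspa1a with ELAM ran from -0.30 to 0.23 in young female hearts, from -0.43 to 0.19 in old female hearts and from -0.32 to 1.15 in young male hearts. Hspa1b with ELAM ran from -0.25 to 0.25 in young female hearts, from -0.12 to 0.16 in old female hearts and from -0.070 to 0.63 in old male hearts. Tfam with ELAM ran from -0.051 to 0.025 in old female hearts and from -0.011 to 0.056 in old male hearts. Mgmt with ELAM ran from -0.061 to 0.11 in old female hearts. Ryr2 with ELAM ran from -0.078 to 0.015 in old female hearts. Tfam with age ran from -0.0063 to 0.048 in female hearts and from -0.032 to 0.032 in male hearts. Mgmt with age ran from -0.048 to 0.10 in female hearts. Hspa1b with age ran from -0.18 to 0.29 in male hearts. The cause was not tested.

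Low counts are mostly even, and whether this changes the counts obtained with no filter on low counts was not tested.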

Differences from the paper's values

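The numbers of genes in Fig. 2B were compared with those obtained here from edgeR's quasi-likelihood test. In young female hearts, the paper shows about 6 genes higher with ELAM in Fig. 2B, read by eye, against 0 here (1935 genes in both directions had an unadjusted p under 0.05), and 0 of the 9 alternatives set before the data were examined came within 1.5 times the paper's number. For genes lower with ELAM it shows about 17 in Fig. 2B, read by eye, against 2 here. DESeq2's Wald test (18) and the fit of all 8 groups of the tissue (23) came within 1.5 times, and the other 7 alternatives did not.

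In young male hearts, the paper shows about 31 genes higher with ELAM in Fig. 2B, read by eye, against 3 here, and DESeq2's Wald test (38) came within 1.5 times while the other 8 alternatives did not. For genes lower with ELAM it shows about 27 in Fig. 2B, read by eye, against 1 here. DESeq2's Wald test (23) came within 1.5 times, as did 1 of the 10 fits that each left out 1 mouse, the one without young male ELAM replicate 5 (18), and the other 8 alternatives did not.

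For Tfam in young female hearts the paper gives a p of 0.0075, which a caption describes as adjusted, without the number of comparisons. Here edgeR's quasi-likelihood test gave 0.0023 before adjustment, 0.0748 after adjustment over the 32 comparisons of the candidate genes and 0.229 over all genes, so that the paper's p has no exact counterpart here. With unadjusted p-values, none of the 5 alternatives to the processing set before the data were examined came within 1.5 times of it. Of the 9 fits that each left out 1 mouse, also set before the data were examined, 5 did: without young female ELAM replicate 1 (0.0089) or 2 (0.0055), or without young female control replicate 1 (0.0063), 3 (0.0063) or 4 (0.0109).

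The paper states that the changes in pathways seen in other groups were absent from young skeletal muscles, while respiratory electron transport was higher with ELAM in those of young females here (NES 2.46). With genes ranked by log2 fold change it did not pass there (NES 1.67, adjusted p = 0.131). A score as far from 0 came in 6 of 50 regroupings of these muscles, and as many Reactome sets came in 50 of 50. It lists mRNA splicing among the processes raised in old female hearts, where the Reactome set did not pass the threshold here (NES 1.23). It lists calcium handling through RyR2 among the lowered processes, while a hand-written list of such genes was higher with ELAM in old male hearts here (NES 1.75). In old female hearts that list was lower (NES -1.48) and did not pass the threshold (adjusted p = 0.186). The paper's statements on splicing and calcium rest on Gene Ontology terms. Those were not analysed here and need not hold the same genes. Outside the skeletal muscles of young females, the paper reports that ELAM correlated negatively with most signatures of aging. Here the correlation with the age effect of the other sex, which is another measure, was above 0 in skeletal muscles of old females (0.036) and young males (0.028). Values as far from 0 came in 42 and 30 of 50 regroupings of the mice. With log2 fold changes the sign turned in the latter, to -0.0098. The age effect of the same sex gave -0.16 in the former, but it shares the old controls, which by itself pulls the value down. The correlation with the age effect of the other sex was below 0 in the hearts of young females (-0.14), old females (-0.23), young males (-0.17) and old males (-0.21) and in skeletal muscles of old males (-0.19). The paper has fatty acid metabolism raised across sexes and ages, where the Reactome set passed here in young male hearts only (NES 1.96). A list of beta-oxidation genes was higher in all 4 groups of hearts (NES 1.67 in young females, 1.76 in old females, 1.97 in young males and 2.23 in old males) and in old female skeletal muscles (NES 2.70). Scores as far from 0 came in 29, 15, 22 and 7 of 50 regroupings of these hearts and in 1 of 50 of these muscles. It places age first in separating the skeletal muscles on the principal components, where age accounted for 13.7% and sex for 14.5% of the variance of component 1 here, and for 29.6% and 15.0% of that of component 2. The paper reports a lower transcriptomic age in young male hearts, and the age score used here, which is another measure, gave a difference of -0.433 there (two-sided exact permutation test, p = 0.127).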

Other observations

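The tests of Car3 within treatments and with fast muscle genes, of the genes found over all hearts, of the young male hearts without 1 mouse, of the mitochondrial share, and the regroupings for age, for the 6 groups without genes and for the interaction were chosen only after the result was seen.

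Regroupings of the mice that part each pair of the same replicate number (16 per comparison, the real one included) were fitted in the same way. As many genes for ELAM as in the real grouping came in 2 of 16 for young female hearts and 1 of 16 for young male hearts, and in 16 of 16 for each of the 6 groups with 0 genes. The ELAM by age interaction also had 0 genes, with as many in 16 of 16 in each tissue and sex. Where the real grouping gave 0 genes every regrouping gives as many, so these counts decide nothing. For old against young controls, as many genes came in 1 of 16 in each tissue and sex. For the number of Reactome sets it was 2 for young female, 7 for old female, 9 for young male and 2 for old male hearts, and 16, 13, 14 and 3 for the skeletal muscles of the same groups. For the correlation with the age effect it was 8, 5, 4 and 6 in hearts and 14, 14, 4 and 2 in skeletal muscles. With 16 regroupings, no share can be under 0.05. The other regroupings keep some pairs together, and none of the 34 for young female or young male hearts gave as many genes. For old against young controls, 1 of the 34 for female skeletal muscles did (9 genes, against 5 in the real grouping), and these 5 genes carry the age score of male skeletal muscles. Over the 12 named sets and 8 groups, 48 of 96 scores passed in the real grouping, while 42.7% did over all 50 groupings.

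Over all hearts, 54 genes had an adjusted p under 0.05 for 1 common effect of ELAM, which the paper does not report. All 54 moved in the same direction in the 4 age and sex groups, with log2 fold changes of at most 0.37 in size. As they were chosen for a common effect over these groups, the shared direction is in part a result of that choice. Genes of OXPHOS subunits were among those higher with ELAM, such as Uqcrh (log2 fold change 0.21), Ndufs8 (0.16) and Cox6b1 (0.15). Genes of ribosomal proteins were there too, such as Rpl7a (0.14). These 4 genes are named outside the rule, after the result was seen. Of 25 regroupings within age and sex, 1 (the real one) gave as many genes, and the highest of the other regroupings gave 36. In skeletal muscles 0 genes passed, with as many in 25 of 25, which a real count of 0 makes certain. Without the 2 mice whose sex genes go against their labels, all 54 genes remained among 314, so that these mice do not account for them. With the animal ID prefix as a block 0 genes passed (1855 had an unadjusted p under 0.05), while all 54 kept their direction and an unadjusted p under 0.05. The number of genes past the threshold therefore depends on whether the prefix is a block, and the labels do not say what the prefix stands for. With the block, the log2 fold change of Myzap went from 0.163 to 0.170 and that of Idh3a from 0.138 to 0.106. Whether the calls were lost to the prefix itself or to the added coefficients of the block was not tested.

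In young male hearts, 4 of 5 control mice share 1 prefix and 4 of 5 ELAM mice the other. Parting the 10 hearts by prefix gave 0 genes (1113 at an unadjusted p under 0.05) against 4 by treatment. This goes against the prefix alone as the source of those 4 genes. With the prefix as a block, only 1 of the 4 genes passed. As prefix and treatment nearly coincide here, a part of the prefix in the 4 genes is not ruled out. Without the mouse labelled male that has the sex genes of a female, 67 genes passed in place of 4, so that the number of genes may be held down by that mouse.

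Gene length and GC content correlated with the ranking of genes by ELAM, in young female hearts at -0.23 and -0.18 (Spearman's rho). Over the genes of known length and GC content, 15 calls for respiratory electron transport, mitochondrial translation and fatty acid metabolism were made. With both trends removed 14 remained, so that these trends do not account for those 14. The call that was lost, for fatty acid metabolism in old female skeletal muscles, had not been made over all genes (adjusted p = 0.0689). After the removal the correlations in young female hearts were 0.0375 and 0.0245. Extracellular matrix organization moved more: in young female hearts its NES went from -2.35 to -1.70, which still passed, and in old male hearts from -1.65 to -1.37, which did not (adjusted p = 0.0706). Its lower rank with ELAM in old male hearts can therefore not be told apart from these trends. For the TNF-α list in old female skeletal muscles, the NES went from 1.52 (adjusted p = 0.035) to 1.43 (adjusted p = 0.125). That call was thus lost as well.

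The share of counts on genes encoded by mitochondrial DNA in hearts was 21.9 ± 2.17% (SD, n = 20) with ELAM and 21.5 ± 1.69% (SD, n = 19) in controls (two-sided permutation test within age and sex, p = 0.382). The difference was 2.69 in young females (two-sided exact permutation test, p = 0.119), 0.949 in old females (exact p = 0.238), -1.19 in young males (exact p = 0.262) and -0.477 in old males (exact p = 0.286). None passed adjustment, which no single group could have done with so few mice, and the signs differ between the sexes, so that the pooled test cannot exclude opposite effects.

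For the lower count of Car3 with ELAM in young female hearts, adipose tissue in the control samples is a candidate explanation, and skeletal muscle is another. Over the 9 hearts of both treatments, Car3 moved with Adipoq, Plin1, Cidec and Cfd (Spearman's rho 0.883, two-sided permutation test, p = 0.0035; Pearson's r 0.807, p = 0.0118; r 0.708 without the 2 farthest hearts). Within treatments r was 0.199 (permutation p = 0.667), and the control heart with the most Car3 (replicate 3, 1144 reads) had 14 reads of Adipoq, 12 of Plin1, 4 of Cidec and 40 of Cfd, and 4404 of Actn3 against 2 to 18 in the other 8 hearts. The correlation with adipocyte genes may therefore come from the difference between treatments alone. Spearman's rho with the fast muscle genes Actn3, Myh4, Tnnt3 and Tnni2 was 0.733 (permutation p = 0.0313), and r within treatments was 0.646 (permutation p = 0.246). With 9 hearts, these tissues and an effect of ELAM on Car3 cannot be told apart.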
